# Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma

**DOI:** 10.3389/fonc.2022.926437

**Published:** 2022-08-02

**Authors:** Parmanand Malvi, Vipin Rawat, Romi Gupta, Narendra Wajapeyee

**Keywords:** cancer metabolism, LDHA, metabolomics, transcriptomics, chromatin accessibility

## Abstract

Metabolic reprogramming, due in part to the overexpression of metabolic enzymes, is a key hallmark of cancer cells. Lactate dehydrogenase (LDHA), a metabolic enzyme that catalyzes the interconversion of lactate and pyruvate, is overexpressed in a wide variety of cancer types, including pancreatic ductal adenocarcinoma (PDAC). Furthermore, the genetic or pharmacological inhibition of LDHA suppresses cancer growth, demonstrating a cancer-promoting role for this enzyme. Therefore, several pharmacological LDHA inhibitors are being developed and tested as potential anti-cancer therapeutic agents. Because cancer cells are known to rapidly adapt and become resistant to anti-cancer therapies, in this study, we modeled the adaptation of cancer cells to LDHA inhibition. Using PDAC as a model system, we studied the molecular aspects of cells resistant to the competitive LDHA inhibitor sodium oxamate. We performed unbiased RNA-sequencing (RNA-seq), assay for transposase-accessible chromatin with sequencing (ATAC-seq), and metabolomics analyses of parental and oxamate-resistant PDAC cells treated with and without oxamate to identify the transcriptional, chromatin, and metabolic landscapes of these cells. We found that oxamate-resistant PDAC cells were significantly different from parental cells at the levels of mRNA expression, chromatin accessibility, and metabolites. Additionally, an integrative analysis combining the RNA-seq and ATAC-seq datasets identified a subset of differentially expressed mRNAs that directly correlated with changes in chromatin accessibility. Finally, functional analysis of differentially expressed metabolic genes in parental and oxamate-resistant PDAC cells treated with and without oxamate, together with an integrative analysis of RNA-seq and metabolomics data, revealed changes in metabolic enzymes that might explain the changes in metabolite levels observed in these cells. Collectively, these studies identify the transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor resistance in PDAC cells. Future functional studies related to these changes remain necessary to reveal the direct roles played by these changes in the development of LDHA inhibitor resistance and uncover approaches for more effective use of LDHA inhibitors in cancer therapy.

## Introduction

Metabolic reprogramming is a key hallmark of cancer cells and represents a therapeutic vulnerability in various cancer types (1–3). Notably, a number of enzymes and transporters that promote glycolysis and glucose metabolism are overexpressed in cancer cells relative to normal cells (4, 5). One such enzyme, lactic acid dehydrogenase A (LDHA), is known to be overexpressed in several cancer types and associated with poor prognosis (6–10).

LDHA encodes the A subunit of lactate dehydrogenase, a metabolic enzyme that catalyzes the interconversion of lactate and pyruvate (11, 12). The LDHA dependency of cancer cells has been demonstrated in several xenograft and genetically engineered mouse models, in which the genetic ablation of LDHA significantly reduces tumor growth (13–15). These studies prompted the development and testing of LDHA inhibitors (LDHAi) for cancer treatment (16–19). One such inhibitor, sodium oxamate (hereafter referred to as oxamate), is a pyruvate analog and thus a competitive LDHAi that halts lactate production through LDHA inhibition (19). Therefore, similar to the genetic inhibition of LDHA, oxamate treatment also results in tumor suppression due to the loss of LDHA activity (19, 20).

Cancer cells have been shown to depend upon various nutrients as either energy source or building blocks and these are shown to be necessary for their survival (2). In particular, depending upon whether cancer cells utilize primarily lipid or glucose they are categorized as lipogenic or glycolytic (21–23). A previous study used metabolic profiling to stratify pancreatic ductal adenocarcinoma (PDAC) into subtypes with distinct sensitivities to metabolic inhibitors (23). This prior study identified two major PDAC classes: those that are sensitive to lipogenesis inhibitors, such as stearoyl CoA desaturase (SCD) inhibitors, and those that are sensitive to glycolytic inhibitors, such as oxamate (23). LDHA is overexpressed in PDAC and predicts poor prognosis (24, 25), and LDHA inhibition has been shown to suppress PDAC growth and progression (26, 27).

In this study, we modeled the mechanism of resistance to the LDHAi oxamate, aiming to understand the mechanisms underlying cancer cell adaptation to glycolysis and LDHA inhibition, which may lead to improved glycolysis targeting and LDHAi–based cancer therapies. We used a glycolytic PDAC cell line MIAPaCa2 as a model system and employed several integrated and unbiased approaches, including RNA-sequencing (RNA-seq)-based mRNA profiling, assay for transposase-accessible chromatin with sequencing (ATAC-seq)-based chromatin accessibility profiling, and large-scale untargeted global metabolomics analysis to identify the transcriptional, chromatin, and metabolic features of oxamate-sensitive and oxamate-resistant PDAC cells and characterize their responses to oxamate treatment.

## Results

### Transcriptome-wide RNA-sequencing analysis identifies distinct mRNA expression profiles between oxamate response and oxamate resistance in PDAC cells

To identify alterations that occur in pancreatic cancer cells able to survive LDHA inhibition, we treated the oxamate-sensitive glycolytic PDAC cell line MIAPaCa2 (parental cells) with 10 mM oxamate for 4 weeks to generate an oxamate-resistant PDAC cell line (**Figure 1A**). MIAPaCa2 is a glycolytic cell line as observed by a previous study used metabolic profiling to stratify pancreatic ductal adenocarcinoma (PDAC) into subtypes with distinct sensitivities to metabolic inhibitors (23). Oxamate resistance in MIAPCa2 cells that survived oxamate treatment was confirmed using a clonogenic assay (**Figure 1B**). We then performed a series of large-scale analyses, including RNA-seq, ATAC-seq, and untargeted global metabolomics, to uncover the differences between parental and oxamate-resistant MIAPaca2 cells and their responses to oxamate treatment (**Figure 1C**).

**Figure 1:**
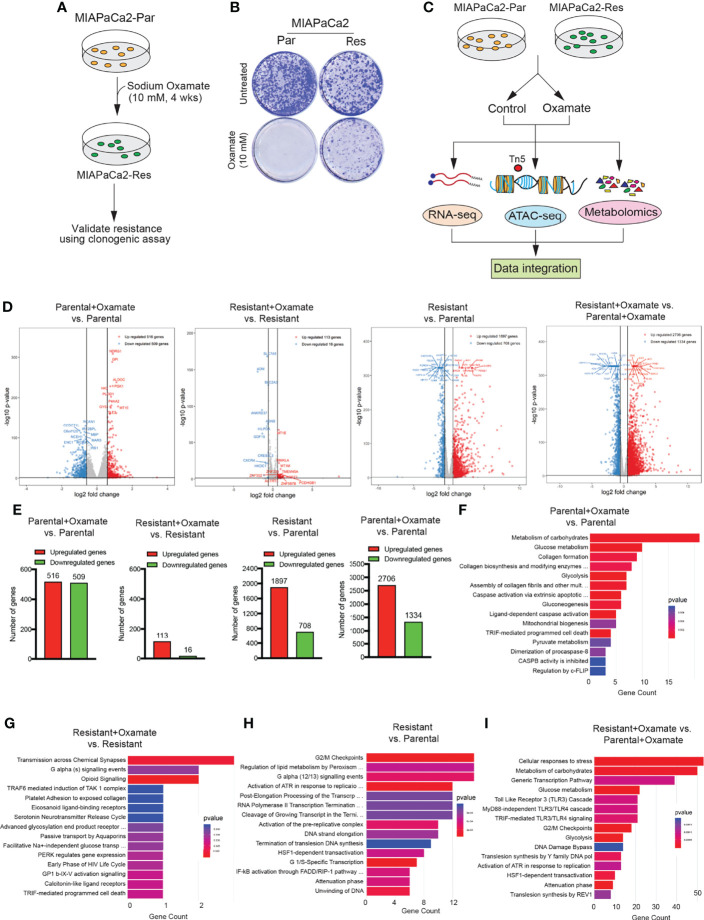
Generation of sodium oxamate–resistant cell lines and RNA-sequencing to identify differentially expressed mRNAs. **(A)** Schematic showing the steps used to generate and validate sodium oxamate–resistant MIAPaCa2 cells. **(B)** parental (Par) or sodium oxamate–resistant (Res) MIAPaCa2 cells were treated without or with 10 mM sodium oxamate (oxamate) for 2 weeks, followed by clonogenic assay. Representative colonies showing oxamate resistance are shown. **(C)** Schematic showing the pipeline for multiple unbiased omics approaches to determine the transcriptional, chromatin, and metabolic profiles of parental and oxamate-resistant MIAPaCa2 cells. **(D)** Volcano plot showing differentially expressed genes (up- or downregulated) in the indicated comparisons. The top 10 up- and downregulated genes based on p-values are also labeled. **(E)** Bar diagram showing the number of up- or downregulated mRNAs (genes) in the indicated comparisons. **(F–I)** Reactome Pathway Analysis showing key biological pathways associated with the differentially expressed mRNAs in the indicated comparisons.

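The RNA-seq experiment compared 4 conditions with 3 replicates each: vehicle-treated parental MIAPaCa2 cells, oxamate-treated parental cells, vehicle-treated oxamate-resistant cells and oxamate-treated oxamate-resistant cells. MIAPaCa2 is an established PDAC cell line, and the oxamate-resistant cells were derived from it by exposure to 10 mM oxamate for 4 weeks. The authors enriched mRNA with oligo(dT) beads, mapped the reads to a transcript set with Bowtie2 and estimated the expression of each gene with RSEM. They deposited the expected counts that RSEM gives for 26475 gene symbols in the 12 samples, without normalization and without genomic positions, and the paper's text does not name the genome build. RSEM divides a read that matches several transcripts between them, so 11.6% of the deposited values were not whole numbers, and genes with near-identical copies carry an uncertain share of such reads. The expected counts summed to between 66383814 and 114222169 per sample, with a median of 105225104, in vehicle-treated parental cells and to between 59811522 and 76423863, with a median of 63673196, in oxamate-treated parental cells. In oxamate-resistant cells they summed to between 52774422 and 55239600, with a median of 53208326, after vehicle and to between 46698729 and 53384114, with a median of 47131429, after oxamate. Every parental library was thus deeper than every oxamate-resistant library. The expected counts were rounded to whole numbers, and the 14582 genes that passed edgeR's default filter on low counts were tested with edgeR's quasi-likelihood test after TMM normalization. All 12 samples were fitted together, because the paper's tables give 1 mean per gene whatever the comparison. Genes were called differentially expressed at the paper's threshold of an unadjusted p under 0.05 and a fold change over 1.5, and the count after Benjamini-Hochberg adjustment was taken beside it. Expression levels are given as CPM, the counts scaled to a common library size after TMM normalization, as the mean ± SD of the 3 replicates. In these libraries a floor of 3 counts corresponds to between 0.0283 and 0.0581 CPM, and floors and intervals cover counting error only.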

We first performed RNA-seq to monitor changes in mRNA expression in parental and oxamate-resistant MIAPaCa2 cells treated with either vehicle or oxamate. 

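Oxamate is a competitive inhibitor of LDHA, whose mRNA was present at 1074 ± 13.6 CPM (SD, n = 3) in vehicle-treated and 1647 ± 87.6 CPM (SD, n = 3) in oxamate-treated parental MIAPaCa2 cells. The log2 fold change of LDHA was 0.62 (standard error 0.03, adjusted p = 3.25e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LDHB, which encodes the other main lactate dehydrogenase subunit, had at most 1 count in any of the 12 libraries and was below the floor throughout, so no fold change is given for it. Over all genes tested, 1440 were differentially expressed in parental cells after oxamate, of which 829 were upregulated and 611 downregulated, and 1368 of them also had an adjusted p under 0.05 (776 upregulated and 592 downregulated). Which direction held the majority depended on the scaling of the libraries among other choices: library size alone in place of TMM, which moved the median log2 fold change of all genes by -0.074, gave 659 upregulated and 848 downregulated genes. A mean level under 8 CPM was found for 651 of the upregulated and 374 of the downregulated genes. The count was moved most by a test against a fold change of 1.5 itself, which left 376 genes at an adjusted p under 0.05, 152 upregulated and 224 downregulated, so the majority turned there too, though not at an unadjusted p under 0.05 in the same test (482 and 424). Among genes whose 3 oxamate-treated replicates all lay outside the range of the 3 vehicle-treated replicates, NDRG1 and ALDOC had the smallest p of the upregulated genes, and C6orf120 and ENC1 of the downregulated genes. NDRG1 rose from 222.6 ± 3.46 to 410.7 ± 3.63 CPM (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.02, adjusted p = 7.59e-13, edgeR's quasi-likelihood test, Benjamini-Hochberg). ALDOC, which encodes a glycolytic aldolase, rose from 79.1 ± 1.83 to 168 ± 4.08 CPM, a log2 fold change of 1.09 (standard error 0.03). C6orf120 fell from 43.5 ± 0.751 to 22.8 ± 0.569 CPM (log2 fold change -0.93, standard error 0.03), and ENC1 from 57.4 ± 1.45 to 30.2 ± 0.790 CPM (log2 fold change -0.92, standard error 0.03). With each of the 6 samples left out in turn, the number of differentially expressed genes stayed between 1303 and 1496, the lowest without the third oxamate-treated replicate. The fit without that replicate gave 644 upregulated and 659 downregulated genes, so the majority turned there as well. That replicate carried more nuclear-retained RNA than the other oxamate-treated replicates (MALAT1 596 CPM against 289 and 281 CPM). With a measure of such RNA as a covariate, 517 genes were upregulated and 777 downregulated. That measure itself differed between vehicle-treated and oxamate-treated cells.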

RNA-seq analysis showed that the treatment of parental MIAPaCa2 cells with oxamate led to significant changes in mRNA expression, evidenced by the identification of 1025 differentially expressed mRNAs following oxamate treatment compared with vehicle treatment (516 upregulated and 509 downregulated mRNAs; **Figures 1D**, **E** and **Table S1**). However, oxamate-resistant MIAPaCa2 cells were largely transcriptionally non-responsive to oxamate treatment, with only 129 genes identified as differentially expressed following oxamate treatment compared with vehicle treatment (113 upregulated and 16 downregulated mRNAs; **Figures 1D**, **E** and **Table S2**). 

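In oxamate-resistant MIAPaCa2 cells, 365 genes were differentially expressed after oxamate, 325 of them upregulated and 40 downregulated, and 192 also had an adjusted p under 0.05 (169 upregulated and 23 downregulated). The asymmetry lay in genes of low expression: among the 9623 genes with a mean of at least 8 CPM, 12 were upregulated and 11 downregulated, whereas 313 were upregulated and 29 downregulated below that level. A filter on a mean of at least 25 counts lowered the total to 209 genes, and a test against a fold change of 1.5 itself left 0 upregulated and 6 downregulated genes at an adjusted p under 0.05 in edgeR, and 109 and 20 at an unadjusted p under 0.05. Without the third vehicle-treated replicate 535 genes were differentially expressed, and without the second vehicle-treated replicate 258. The third vehicle-treated replicate carried more nuclear-retained RNA than the other vehicle-treated replicates (MALAT1 597 CPM against 273 and 244 CPM), and of the 325 upregulated genes 75.7% were also higher in the parental oxamate-treated replicate richest in such RNA than in the other two. ADM fell from 16.5 ± 0.278 to 4.23 ± 0.291 CPM (SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.06, adjusted p = 1.31e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SLC7A5, which encodes an amino acid transporter subunit, fell from 407.3 ± 8.42 to 242.3 ± 3.19 CPM (log2 fold change -0.75, standard error 0.03). The upregulated genes with the smallest p were MT1E, at 385 ± 14.8 CPM after vehicle and 635.2 ± 5.01 CPM after oxamate (log2 fold change 0.72, standard error 0.04), and RIMKLA, at 5.98 ± 0.299 and 10.1 ± 0.226 CPM (log2 fold change 0.75, standard error 0.05). MT1E belongs to a family of closely similar metallothionein genes, among which RSEM could have split its reads. LDHA rose from 960 ± 13.8 to 1213 ± 13.4 CPM, a log2 fold change of 0.34 (standard error 0.03, adjusted p = 3.14e-06, edgeR's quasi-likelihood test, Benjamini-Hochberg). The interaction with the cell line, not the difference in these counts, tests whether the responses differ.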

Consistent with the finding that parental and oxamate-resistant MIAPaCa2 cells display significantly different mRNA expression profiles, we observed 2605 differentially expressed mRNAs (1897 upregulated and 708 downregulated mRNAs) in oxamate-resistant MIAPaCa2 cells compared with parental MIAPaCa2 cells (**Figures 1D**, **E** and **Table S3**). 

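Between vehicle-treated oxamate-resistant and vehicle-treated parental MIAPaCa2 cells, 3407 genes were differentially expressed, 2511 of them higher and 896 lower in oxamate-resistant cells, and 3362 also had an adjusted p under 0.05 (2474 higher and 888 lower). Among genes with a mean of at least 8 CPM, 603 were higher and 597 lower, and below that level 1908 were higher and 299 lower. The split between higher and lower genes rested on the scaling of the libraries: with library size alone in place of TMM, which raised the median log2 fold change of all genes by 0.22, 3823 genes were higher and 378 lower. Left-out replicates gave between 3193 and 3442 genes. LOC101929380 was present at 0.108 ± 0.019 CPM (SD, n = 3) in parental and 17.7 ± 0.514 CPM (SD, n = 3) in oxamate-resistant cells, and KLK6 at 27.7 ± 0.955 and 139.9 ± 4.54 CPM, a log2 fold change of 2.34 (standard error 0.03, adjusted p = 1.25e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PIM1 was lower in oxamate-resistant cells, at 94.6 ± 1.21 against 258 ± 2.29 CPM (log2 fold change -1.45, standard error 0.02). HSPA1B was at 29.0 ± 0.628 against 110.4 ± 3.27 CPM (log2 fold change -1.93, standard error 0.03), and its near-identical copy HSPA1A at 102.3 ± 1.25 against 386.6 ± 15.5 CPM, so the reads of this pair could have been divided either way while both moved alike. The log2 fold change of LDHA was -0.16 (standard error 0.03) with TMM and 0.06 with library size alone, so its direction between the cell lines depended on the scaling.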

The differences were even more pronounced when both cell lines were treated with oxamate, resulting in 4040 differentially expressed mRNAs (2706 upregulated and 1334 downregulated mRNAs) in oxamate-resistant MIAPaCa2 cells compared with parental MIAPaCa2 cells (**Figures 1D**, **E** and **Table S4**). 

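With oxamate in both cell lines, 5007 genes were differentially expressed between oxamate-resistant and parental MIAPaCa2 cells, 3340 higher and 1667 lower in oxamate-resistant cells, and 4976 also had an adjusted p under 0.05. This was 1.47 times the number found between the vehicle-treated cell lines. The comparisons under vehicle and under oxamate share no library, and 2797 genes were differentially expressed in both, 2792 of them in the same direction. With library size alone in place of TMM the split was 5223 higher and 555 lower, and the median of all genes moved by 0.32 on the log2 scale. PIM1 was at 347.4 ± 3.57 CPM (SD, n = 3) in oxamate-treated parental and 69.6 ± 1.03 CPM (SD, n = 3) in oxamate-treated resistant cells, a log2 fold change of -2.32 (standard error 0.02, adjusted p = 1.22e-18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HSPA1B was at 186.8 ± 4.82 and 22.8 ± 0.456 CPM (log2 fold change -3.04, standard error 0.03), with reads that may be shared with HSPA1A. RASA1 rose from 31.4 ± 0.564 to 104.6 ± 1.51 CPM (log2 fold change 1.73, standard error 0.03) and ENPP1 from 0.364 ± 0.0258 to 14.7 ± 0.321 CPM (log2 fold change 5.31, standard error 0.08). LDHA was lower in the oxamate-resistant cells under oxamate, with a log2 fold change of -0.44 (standard error 0.03, adjusted p = 1.52e-09, edgeR's quasi-likelihood test, Benjamini-Hochberg).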

Reactome Pathway Analysis of differentially regulated mRNAs across various comparisons revealed the enrichment of many distinctly regulated biological pathways (**Figures 1F–** **I**). Collectively, these results demonstrate that parental and oxamate-resistant PDAC cells show significantly different transcriptional profiles and significantly different responses to oxamate, resulting in the enrichment of distinct biological pathways.

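The direction of pathway genes was followed in 12 fixed lists, whose members were written from general knowledge after Tables S1 and S2 had been read and are not the Reactome sets of the paper. Each list was tested with camera in edgeR at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 lists and 4 comparisons. In parental cells after oxamate, the 46 tested genes of collagen formation had a median log2 fold change of 0.27, with 40 higher and 6 lower (camera in edgeR, adjusted p = 4.11e-11), and 34 of them had an adjusted p under 0.05 over all genes tested and 36 when adjusted over the list alone. The member with the smallest p, P4HA2, rose from 113 ± 2.37 to 198.1 ± 2.56 CPM (SD, n = 3 each; log2 fold change 0.81, standard error 0.03). In oxamate-resistant cells after oxamate, the 29 genes of the integrated stress response had a median of -0.33, with 26 lower and 3 higher (camera in edgeR, adjusted p = 1.64e-59), and 21 had an adjusted p under 0.05 over all genes tested and 24 when adjusted over the list alone. HIF targets outside glycolysis went both ways in the same cells, with a median of 0.16, 19 of 28 higher and ADM the lowest, 22 at an adjusted p under 0.05 both over all genes tested and adjusted over the list alone, and an adjusted p of 0.0614 from camera in edgeR, and CA9, at the floor after vehicle, left the median unchanged when set to its bound. Camera and fry both gave the direction of this list as down although its median was above 0, so neither its median nor its test alone gives its direction. In parental cells after oxamate the same list had a median of 0.66, with 26 of 28 genes higher. There camera in edgeR gave an adjusted p of 2.84e-38, and 3.46e-05 with an estimated inter-gene correlation. Tables S1 or S2 also list 16 of its members. Between the vehicle-treated cell lines, the 47 genes of DNA replication had a median of -0.46, with 42 lower in oxamate-resistant cells (camera in edgeR, adjusted p = 2.21e-10) and 41 at an adjusted p under 0.05 by either adjustment, over all genes or adjusted over the list alone. MCM4 was at 171.4 ± 0.735 CPM in parental and 91.4 ± 1.92 CPM in oxamate-resistant cells (log2 fold change -0.91, standard error 0.02). With oxamate in both cell lines the DNA replication list had a median of -0.31, with 40 of 47 lower (camera in edgeR, adjusted p = 6.79e-05). That call did not hold with camera under an estimated inter-gene correlation (adjusted p = 0.0751). The median became 0.01 with library size alone in place of TMM. Under oxamate in both cell lines, 22 of the 24 genes of the heat shock response were lower in oxamate-resistant cells, with a median of -0.71 (camera in edgeR, adjusted p = 2.94e-20) and 22 at an adjusted p under 0.05 over all genes and adjusted over the list alone. This difference was not confined to oxamate. Between the vehicle-treated cell lines 23 of the 24 were lower, with a median of -0.52 (camera in edgeR, adjusted p = 3.84e-21). Nuclear-encoded oxidative phosphorylation genes were lower in oxamate-resistant cells, with medians of -0.36 after vehicle and -0.48 after oxamate (camera in edgeR, adjusted p = 1.50e-11 and 2.25e-10), but neither call held under an estimated inter-gene correlation. Cytosolic ribosomal proteins had medians of -0.21 and -0.46 (camera in edgeR, adjusted p = 9.45e-05 and 1.59e-11), of which the first became 0.01 with library size alone in place of TMM, and neither call held under an estimated correlation either. Interferon-stimulated genes (camera in edgeR, adjusted p from 0.210 to 0.965) and mitochondrial aminoacyl-tRNA synthetases (camera in edgeR, adjusted p from 0.131 to 0.909) passed 0.05 in none of the 4 comparisons, although the latter did in 2 under fry. The calls for collagen formation, the integrated stress response and the heat shock response held under fry and under an estimated correlation. So did that for DNA replication between the vehicle-treated cell lines. The call for HIF targets in oxamate-resistant cells passed 0.05 only with fry among these (adjusted p = 2.07e-04, and from that to 0.752 over all alternatives).

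**Figure D1:**
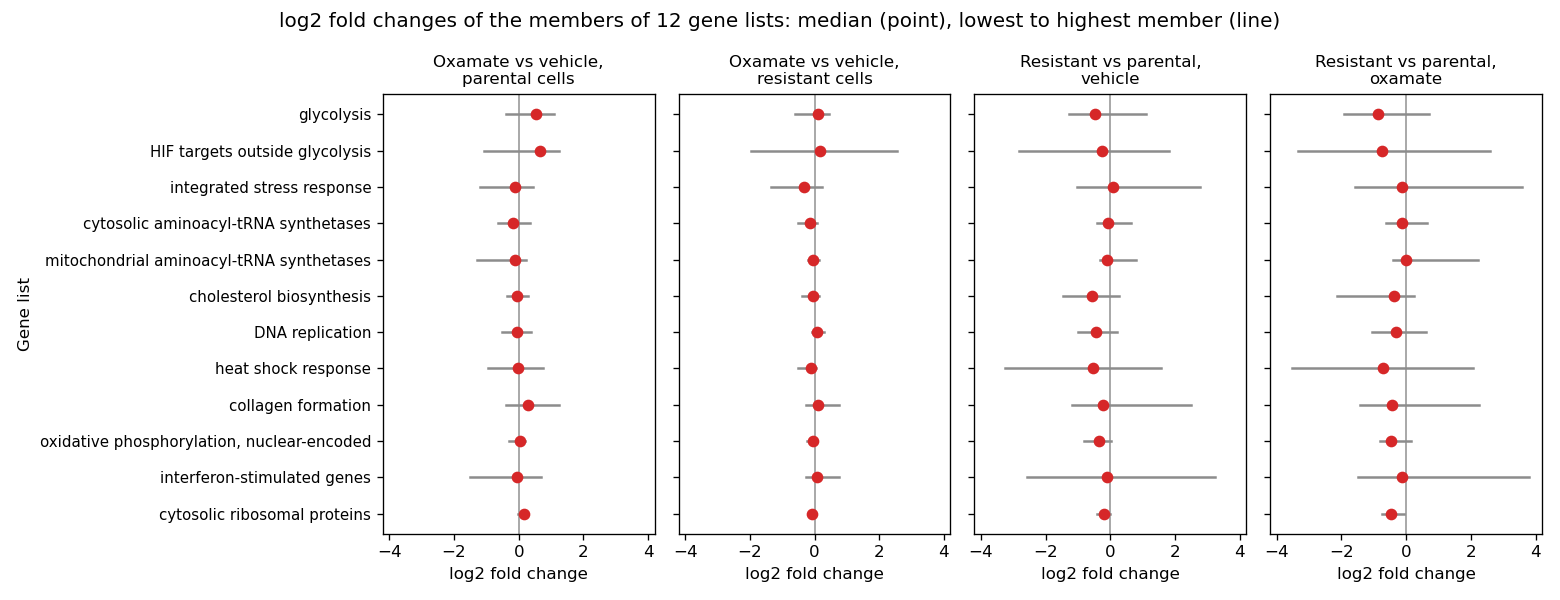
Each panel shows 1 comparison, with log2 fold change on the horizontal axis and the 12 gene lists on the vertical axis. Points are the medians of the members and lines run from the lowest to the highest fitted value, which has no measurable size where a group is at the floor, as for CA9 in vehicle-treated oxamate-resistant cells; collagen formation sits at 0.27 in the first panel and DNA replication at -0.46 in the third.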

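The difference between the 2 oxamate responses was tested itself, as an interaction in the same edgeR fit. At a Benjamini-Hochberg adjusted p under 0.05 and a difference over 1.5-fold, 1097 genes responded differently in oxamate-resistant than in parental cells, 728 with a higher and 369 with a lower response in oxamate-resistant cells. The split depended on the scaling, with 1105 higher and 205 lower for library size alone in place of TMM. Of the 1440 genes differentially expressed in parental cells after oxamate, 727 were among them. A log2 fold change of the same sign in oxamate-resistant cells was found for 63.9% of those 1440 genes (95% Wilson interval 61.4% to 66.3%, across genes, which are not independent replicates), against 53.5% in the median of 1000 draws that paired them with other genes of like expression and at most 57.4% in any draw. The sign was shared by 693 of the 829 upregulated genes and by 227 of the 611 downregulated genes. Over the same genes, whose selection on the parental response biases the slope toward 0, a least-squares line through the origin gave a slope of 0.10 for the response in oxamate-resistant cells on that in parental cells, and the slope was 0.03 without the third oxamate-treated parental replicate and 0.16 without the third vehicle-treated resistant replicate. Of the 1440 genes, 123 also passed the paper's threshold in oxamate-resistant cells in the same direction and 13 in the opposite direction. With no fold change threshold, an adjusted p under 0.05 in both cell lines with opposite directions was found for 810 genes. Of these, 457 were higher in parental and lower in oxamate-resistant cells. SLC2A3, which encodes a glucose transporter, rose by 0.59 (standard error 0.02) on the log2 scale in parental cells and fell in oxamate-resistant cells, a difference of -1.18 (standard error 0.03, adjusted p = 3.34e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANKRD37 rose by 0.69 in parental cells and had a log2 fold change of -1.41 in oxamate-resistant cells, a difference of -2.09 (standard error 0.06). PPP1R10 went the other way, with -1.90 in parental and 0.52 in oxamate-resistant cells (difference 2.42, standard error 0.09), and so did ZNF629, with -0.82 and 0.17 (difference 0.99, standard error 0.04). From the differences among the 4 comparisons, the paper concludes that parental and oxamate-resistant PDAC cells have different transcriptional profiles and respond differently to oxamate.

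**Figure D2:**
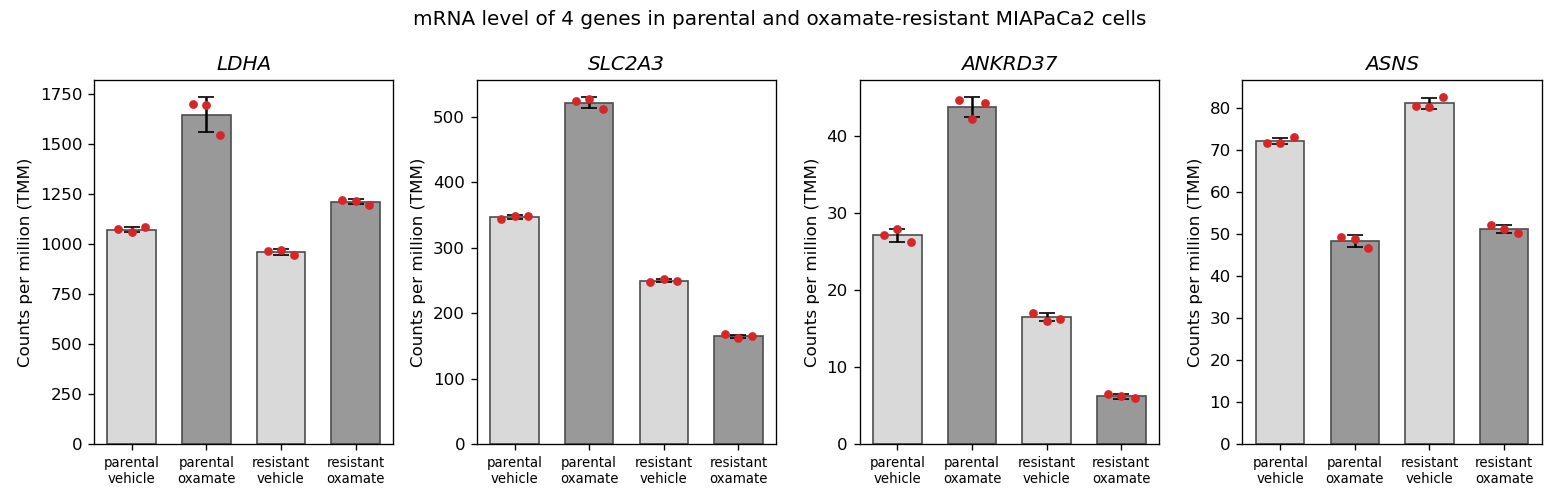
CPM after TMM normalization of LDHA, SLC2A3, ANKRD37 and ASNS in the 4 conditions, as bars for the mean, error bars for the SD and points for the 3 replicates. SLC2A3 went from 347 to 521 CPM with oxamate in parental cells and from 249.7 to 165 CPM in oxamate-resistant cells, whereas ASNS fell in both, from 72.1 to 48.2 CPM in parental cells.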

### ATAC-seq reveals significant differences in chromatin accessibility patterns between oxamate response and resistance in PDAC cells

The upregulation or downregulation of mRNA expression can correlate with increased or reduced chromatin accessibility, respectively (28). Therefore, we measured changes in chromatin accessibility in parental and oxamate-resistant MIAPaCa2 cells treated with and without oxamate using ATAC-seq. The ATAC-seq results showed that parental MIAPaCa2 cells treated with oxamate underwent a 4-fold increase in chromatin accessibility changes (9906 differentially expressed peaks) compared with oxamate-resistant MIAPaCa2 cells treated with oxamate (2362 differentially expressed peaks) (**Figures 2A**, **B**). These results were consistent with the larger number of differentially expressed mRNAs observed in oxamate-treated parental MIAPaCa2 cells than in oxamate-treated oxamate-resistant MIAPaCa2 cells. Similarly, parental MIAPaCa2 cells treated with oxamate were significantly different from oxamate-resistant MIAPaCa2 cells treated with oxamate and showed 32,999 changes in chromatin accessibility. A greater than 2-fold increase in mRNAs were differentially expressed in the comparison between parental MIAPaCa2 cells and oxamate-resistant MIAPaCa2 cells than in the comparison between vehicle-treated and oxamate-treated parental cells. However, a similar number of changes in chromatin accessibility was observed between vehicle- (8762 differential peaks) and oxamate-treated parental MIAPaCa2 cells (9906 differential peaks) (**Figure 2A**). 

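In the re-analysed counts this ratio was 2.37 at the paper's threshold. With a fold change over 2 in place of 1.5, 1472 genes differed between the vehicle-treated cell lines and 389 between vehicle- and oxamate-treated parental cells.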

As expected, the Integrative Genomics Viewer (IGV) tracks were consistent with the expected changes in chromatin accessibility; two such examples, for the genomic regions encoding MARS1 and FAR2, under the indicated sample conditions are shown in **Figure 2C**. Under all conditions, a large majority of chromatin accessibility changes were associated with promoter regions, including approximately 35% in oxamate-treated parental MIAPaCa2 cells, approximately 38% in vehicle-treated parental MIAPaCa2 cells, approximately 40% in vehicle-treated oxamate-resistant MIAPaCa2 cells, and approximately 42% in oxamate-treated oxamate-resistant MIAPaCa2 cells (**Figure 2B**). Collectively, these results demonstrate that similar to the differences in mRNA expression patterns, parental and oxamate-resistant MIAPaCa2 cells demonstrate distinct chromatin accessibility profiles.

**Figure 2:**
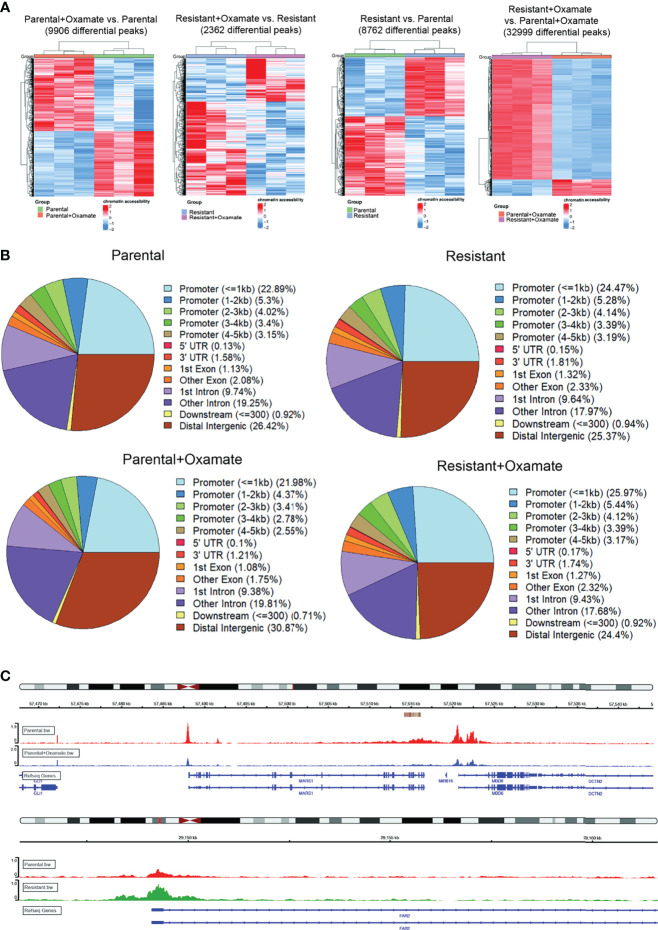
ATAC-seq analysis of parental and oxamate-resistant MIAPaCa2 cells. **(A)** Heatmaps showing differential genomics regions with increased or decreased chromatin accessibility based on ATAC-seq identified in the indicated comparisons. **(B)** Pie-chart for the indicated samples mapping the locations of annotated peaks identified by ATAC-seq. **(C)** IGV tracks for the indicated genomic regions for the indicated conditions.

### Integration of RNA-seq and ATAC-seq data reveals direct correlations between differential mRNA expression and changes in chromatin accessibility

To identify differentially expressed mRNAs associated with changes in chromatin accessibility, such as upregulated mRNAs in areas of increased chromatin accessibility and vice versa, we integrated the RNA-seq and ATAC-seq data across various comparisons. Of 1025 differentially expressed mRNAs identified in the comparison between vehicle- and oxamate-treated parental MIAPaCa2 cells, only 79 mRNAs (approximately 8%) were associated with similar directional changes for both mRNA expression and chromatin accessibility (**Figure 3A**). Only 1 of 129 (less than 1%) differentially expressed mRNAs in the comparison between vehicle- and oxamate-treated oxamate-resistant cells displayed similar directional changes for both mRNA expression and chromatin accessibility (**Figure 3A**). Furthermore, 310 of 2605 differentially expressed mRNAs in the comparison between parental and oxamate-resistant cells (approximately 12%) showed similar directional changes for both mRNA expression and chromatin accessibility (**Figure 3A**). Of 4040 differentially expressed mRNAs identified in the comparison between oxamate-treated parental and oxamate-resistant MIAPaCa2 cells, 193 (approximately 5%) showed similar directional changes for both mRNA expression and chromatin accessibility. Collectively, the integrated analysis revealed a subset of mRNAs with expression changes that occurred concurrently and in the same direction as changes in chromatin accessibility.

**Figure 3:**
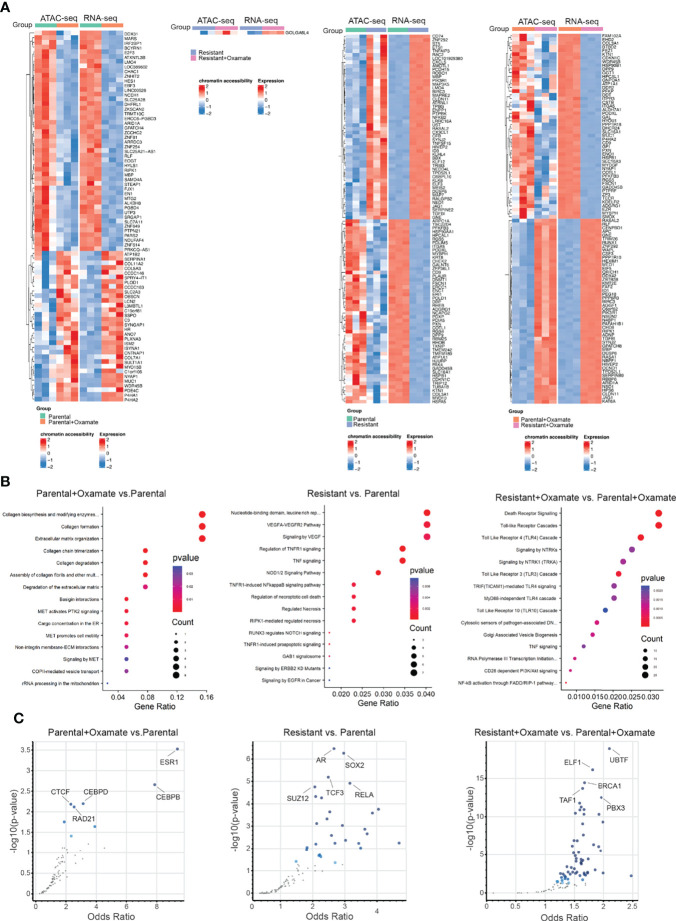
RNA-seq and ATAC-seq integrative analysis reveals genes that display coherence between changes in chromatin accessibility and mRNA expression levels. **(A)** Heatmap for the top 100 (50 upregulated or with increased chromatin accessibility and 50 downregulated or with reduced chromatin accessibility) genes showing similar patterns in both the ATAC-seq and RNA-seq analyses. **(B)** Reactome Pathway Analysis showing enriched biological pathways for genes that display coherence between changes in chromatin accessibility and mRNA expression levels. **(C)** Enrichr analysis using ENCODE and ChEA for identifying potential regulatory transcription factors for differentially regulated metabolic genes identified in the indicated comparisons.

Next, we performed Reactome Pathway Analysis for only those differentially expressed mRNAs associated with similar directional changes in chromatin accessibility. The integrated analysis of changes in mRNA expression and chromatin accessibility revealed no specific biological pathways enriched in oxamate-treated oxamate-resistant MIAPaCa2 cells compared with vehicle-treated oxamate-resistant MIAPaCa2 cells, indicating that these cells were largely non-responsive to oxamate treatment. However, various distinct biological pathways were enriched in the other comparisons, as shown in **Figure 3B**.

We then aimed to identify transcription factors potentially involved in the regulation of mRNA expression of genes associated with similar directional changes in chromatin accessibility. To this end, we used the Enrichr platform together with the Encyclopedia of DNA elements (ENCODE) and chromatin immunoprecipitation (ChIP) Enrichment Analysis (ChEA) to identify consensus transcription factors using the ChIP-X option (29). This particular setting of Enrichr allows for the identification of consensus target genes regulated by transcription factors found in the ENCODE and ChEA databases. For transcription factors with data from multiple experiments, set intersection was applied to obtain consensus. For each comparison, multiple transcription factors were identified as potentially direct transcriptional regulators for differentially expressed mRNAs (**Figure 3C** and **Tables S5**–**S7**). In particular, in the comparison between parental and oxamate-resistant MIAPaCa2 cells, androgen receptor (AR), SRY-box transcription factor 2 (SOX2), transcription factor 3 (TCF3), SUZ12, and RELA were identified as the top-most significantly enriched transcription factors. In the comparison between vehicle- and oxamate-treated parental MIAPaCa2 cells, estrogen receptor 1 (ESR1), CCAAT enhancer–binding protein beta and delta (CEBPB and CEBPD, respectively), CCCTC-binding factor (CTCF), and RAD21 were identified as the top-most significantly enriched transcription factors. In the comparison between oxamate-treated parental and oxamate-resistant MIAPaCa2 cells, upstream binding transcription factor (UBTF), E74-like ETS transcription factor 1 (ELF1), breast cancer 1 (BRCA1), TATA-box–binding protein–associated factor 1 (TAF1), and PBX homeobox 3 (PBX3) were identified as the top-most enriched transcription factors.

### Untargeted global metabolomics analysis identifies metabolic patterns in parental and oxamate-resistant PDAC cells

We next decided to examine metabolic changes in parental and oxamate-resistant MIAPaCa2 cells treated with and without oxamate. We first performed a Seahorse analysis to measure glycolytic functions in parental and oxamate-resistant MIAPaCa2 cells. We found that oxamate treatment resulted in reduced extracellular acidification in oxamate-resistant MIAPaCa2 cells compared with parental MIAPaCa2 cells, suggesting that oxamate-resistant cells showed inhibition of glycolysis (**Figure 4A**). This finding is consistent with the RNA-seq and ATAC-seq data results (**Figure 1D** and **Figure 3A**), which showed that oxamate-resistant cells were largely non-responsive to oxamate treatment at the mRNA expression and chromatin accessibility levels, respectively.

**Figure 4:**
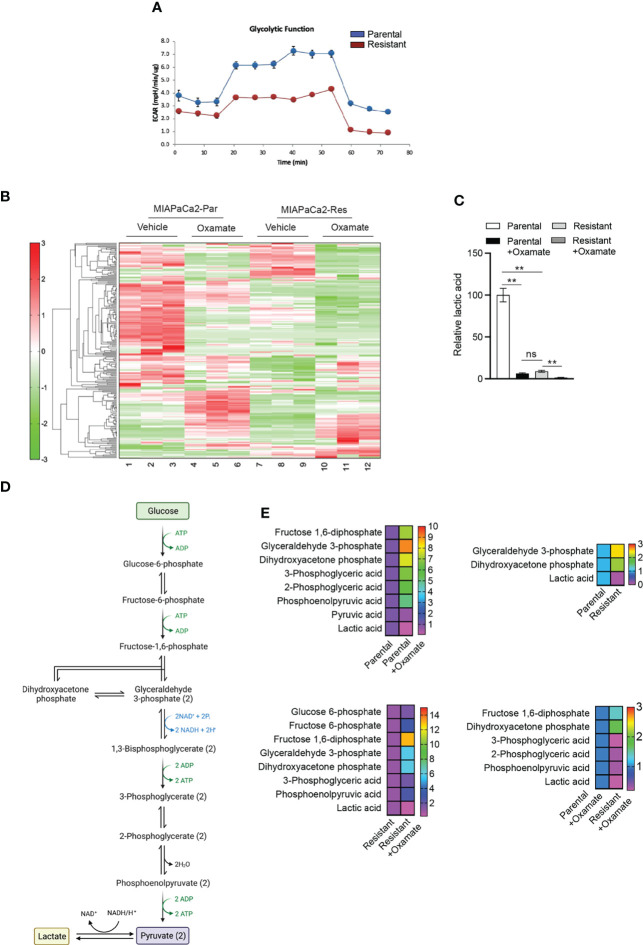
Metabolic profiling of parental and oxamate-resistant cells treated with or without sodium oxamate. **(A)** Seahorse analysis of the glycolysis stress test measuring the glycolytic functions of parental and oxamate-resistant cells. Extracellular acidification rates for parental and oxamate-resistant MIAPaCa2 cells are shown. **(B)** Heatmap showing differences in metabolite levels among parental (Par) and oxamate-resistant (Res) MIAPaCa2 cells treated with vehicle or oxamate. **(C)** Relative lactic acid levels in parental and oxamate-resistant cells treated with and without oxamate are shown. **(D)** Schematic showing glycolysis and the step for pyruvate to lactate conversion. **(E)** Changes in the indicated metabolites involved in glycolytic pathways under the indicated conditions.

We then performed untargeted metabolomics analyses in parental and oxamate-resistant MIAPaCa2 cells treated with and without oxamate using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS), which detected a total of 228 different metabolites (**Figure 4B** and **Table S8**). As expected, the metabolomics analysis identified significant differences in lactic acid levels, which were significantly reduced in oxamate-treated parental MIAPaCa2 cells compared with untreated parental cells. Oxamate-resistant MIAPaCa2 cells also showed significantly reduced lactic acid levels compared with parental cells (**Figure 4C**). Furthermore, significant differences in the levels of other glycolytic pathway metabolites (**Figures 4D**, **E**) and those associated with other metabolic pathways were also observed (**Figures 5**–**7**). These results indicate that, similar to the differences observed in mRNA and chromatin accessibility profiles, metabolic profiles reveal major differences between parental and oxamate-resistant MIAPaCa2 cells and their responses to oxamate treatment.

**Figure 5:**
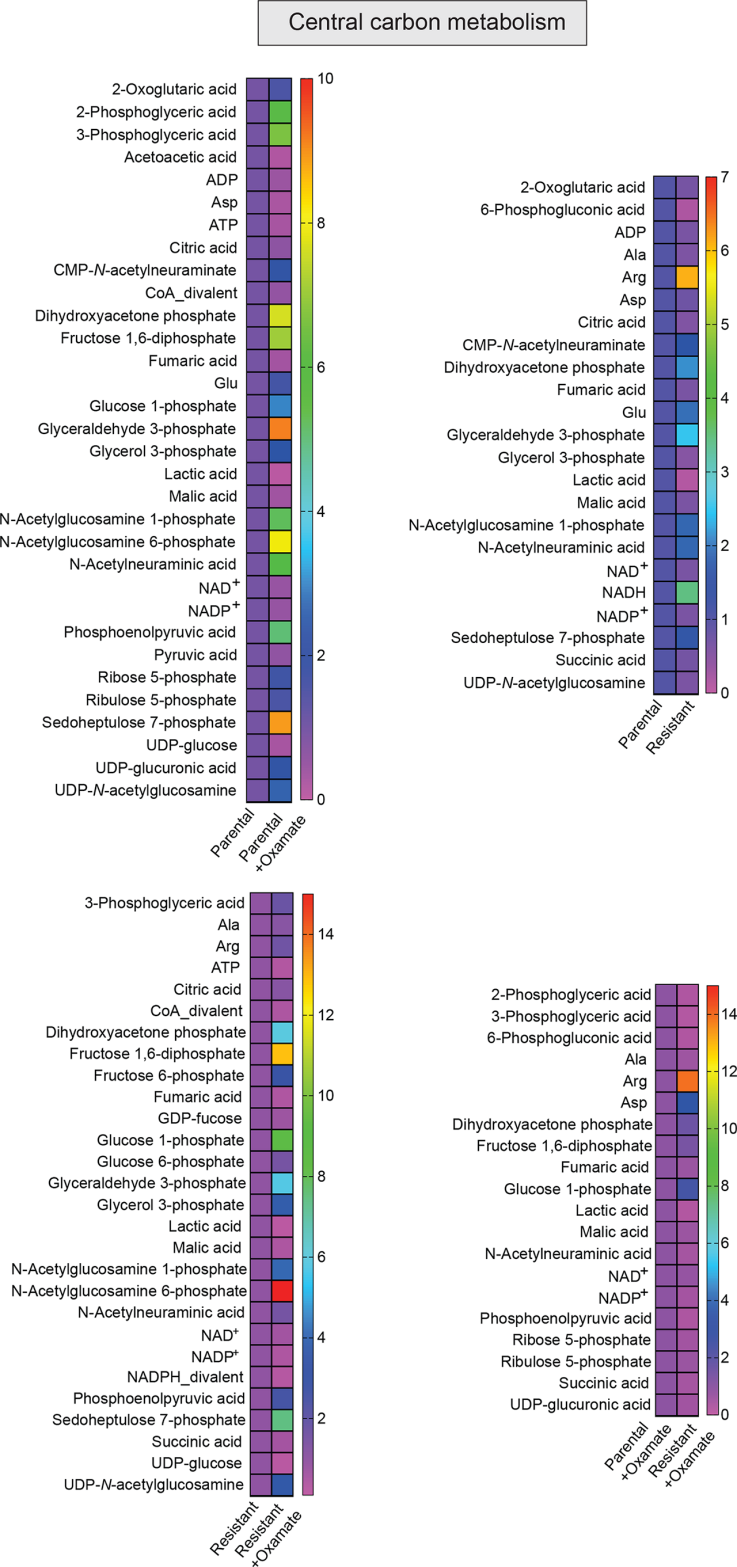
Metabolites generated during central carbon metabolism in parental and oxamate-resistant cells treated with or without sodium oxamate. Changes in the indicated metabolites generated during central carbon metabolism under the indicated conditions.

**Figure 6:**
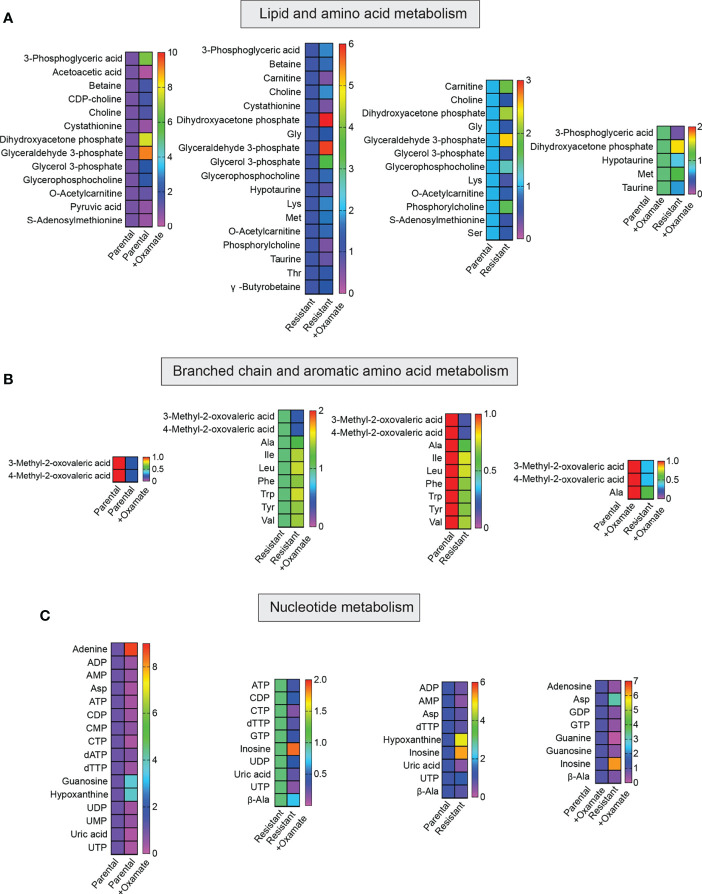
Metabolites generated during lipid, amino acid, and nucleotide metabolism in parental and oxamate-resistant cells treated with or without sodium oxamate. **(A–C)** Changes in the indicated metabolites generated during lipid, amino acid, and nucleotide metabolism under the indicated conditions.

**Figure 7:**
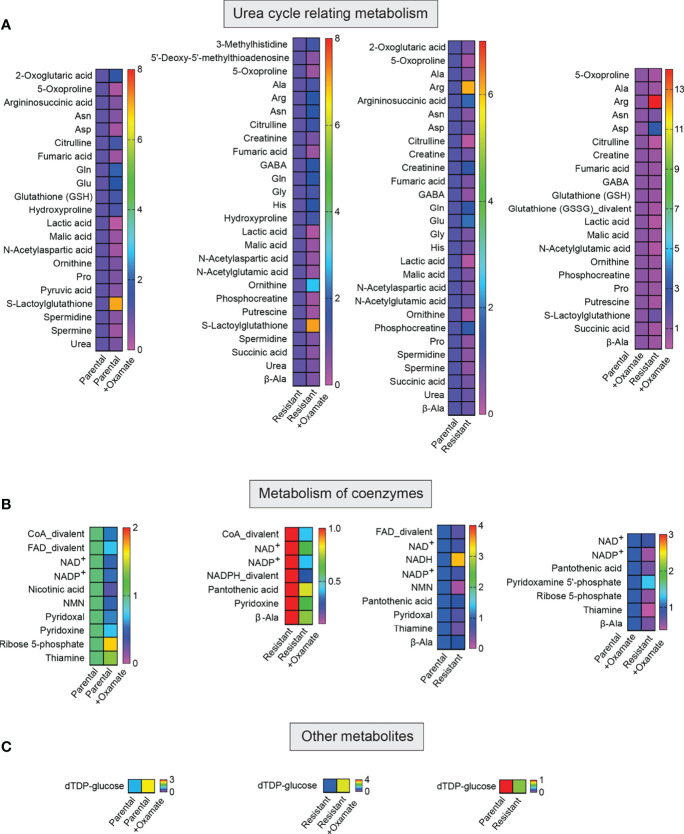
Metabolites associated with the metabolism of urea and coenzymes and other metabolites in parental and oxamate-resistant cells treated with or without sodium oxamate. **(A–C)** Changes in the indicated metabolites generated during the metabolism of urea and coenzymes and other metabolites under the indicated conditions.

### Alterations in the mRNA expression levels of metabolic genes in parental and oxamate-resistant PDAC cells and their enrichment in various metabolic pathways

We next used our RNA-seq data to specifically examine the expression of metabolic genes and transporters using a combination of metabolic genes defined by the Kyoto Encyclopedia of Genes and Genomes (KEGG) and a list described in a previously published study that includes transporters able to impact metabolic pathways (**Table S9**) (30). 

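Of the metabolic genes and transporters that Table S10 lists for oxamate-resistant against parental MIAPaCa2 cells, all 339 were among the genes tested and had the same direction in the re-analysed counts. The threshold was passed by 329 of them, 208 higher and 121 lower in oxamate-resistant cells. An adjusted p under 0.05 over all genes tested was found for 338 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and for 339 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples.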

The comparison between parental and oxamate-resistant MIAPaCa2 cells revealed the differential expression of 339 metabolic genes or transporters (**Table S10** and **Figure 8A**). 

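Among lipid genes, the 23 tested members of a fixed list for cholesterol biosynthesis had a median log2 fold change of -0.57 between vehicle-treated oxamate-resistant and parental cells. Lower levels in oxamate-resistant cells were found for 20 of them and higher levels for 3 (camera in edgeR, adjusted p = 1.14e-10, and 0.00881 with an estimated inter-gene correlation), and 20 had an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. INSIG1, the member with the smallest p, was present at 165.6 ± 5.52 CPM (SD, n = 3) in parental and 60.6 ± 0.907 CPM (SD, n = 3) in oxamate-resistant cells, a log2 fold change of -1.45 (standard error 0.03). With library size alone in place of TMM, the median of the list was -0.35.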

Reactome Pathway Analysis of these 339 metabolic genes or transporters revealed that these differentially expressed genes were significantly enriched in pathways associated with the metabolism of lipids, carbohydrates, nucleotides, and inositol phosphate and the reversible hydration of carbon dioxides, among others (**Figure 8B** and **Table S11**). Similarly, the comparison between vehicle-treated and oxamate-treated parental MIAPaCa2 cells revealed 115 metabolic genes or transporters that were differentially expressed between these two conditions (**Figure 8C** and **Table S12**). 

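All 115 genes of Table S12 changed in the same direction in the re-analysed counts of oxamate-treated against vehicle-treated parental cells, and 112 passed the threshold, 67 upregulated and 45 downregulated. An adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was found for all but 1 of them, over all genes tested and also when adjusted over the list alone, on the samples from which the paper drew the list. The log2 fold changes of the listed genes lay between -1.69 and 1.30.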

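In the carbohydrate pathways, 25 of the 26 tested genes of a fixed glycolysis list rose after oxamate in parental MIAPaCa2 cells, with a median log2 fold change of 0.54 (camera in edgeR, adjusted p = 2.21e-42). With an estimated inter-gene correlation the adjusted p of the list was 0.00298. Of these genes, 25 had an adjusted p under 0.05 over all genes tested and 26 when adjusted over the list alone. Without the 11 members that Tables S1 or S2 also list, the median was 0.34. ALDOC had the smallest p in the list.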

Reactome Pathway Analysis of these 115 metabolic genes or transporters revealed that these differentially expressed genes were significantly enriched in pathways associated with the metabolism of carbohydrates, vitamins, and cofactors, among others (**Figure 8D** and **Table S13**).

**Figure 8:**
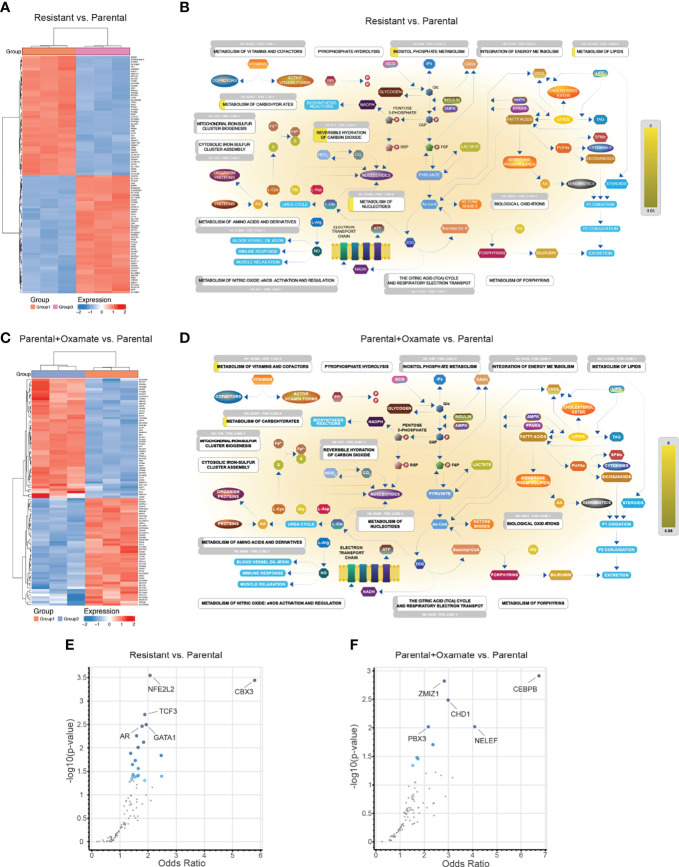
Alternations in metabolic genes and their potential transcriptional regulators in parental/resistant cells and parental/oxamate-treated parental cells. **(A)** Heatmap showing the expression of the top 100 (50 upregulated and 50 downregulated) differentially expressed metabolic genes between parental and oxamate-resistant MIAPaCa2 cells. **(B)** Reactome Pathway Analysis for differentially expressed metabolic genes between parental and oxamate-resistant MIAPaCa2 cells shows key metabolic pathways associated with significantly enriched genes (p-value <0.05, shown in yellow). **(C)** Heatmap showing the expression of the top 100 (50 upregulated and 50 downregulated) differentially expressed metabolic genes between vehicle- and oxamate-treated parental MIAPaCa2 cells. **(D)** Reactome Pathway Analysis for differentially expressed metabolic genes between vehicle- and oxamate-treated parental MIAPaCa2 cells shows key metabolic pathways associated with significantly enriched genes (p-value <0.05, shown in yellow). **(E)** Enrichr analysis using ENCODE and ChEA for identifying potential regulatory transcription factors involved in the differential expression of metabolic genes between parental and oxamate-resistant cells. **(F)** Enrichr analysis using ENCODE and ChEA for identifying potential regulatory transcription factors involved in the differential expression of metabolic genes between vehicle- and oxamate-treated parental MIAPaCa2 cells.

Next, we attempted to identify potential transcription factors that regulate differentially expressed metabolic genes. We performed Enrichr analysis to identify differentially expressed metabolic genes in the comparison between parental and oxamate-resistant MIAPaCa2 cells and in the comparison between vehicle- and oxamate-treated parental MIAPaCa2 cells. In the comparison between parental and oxamate-resistant MIAPaCa2 cells, NFE2-like BZIP transcription factor 2 (NFE2L2), chromobox 3 (CBX3), TCF3, AR, and GATA-binding protein 1 (GATA1) were identified as the top-most significantly enriched transcription factors (**Figure 8E** and **Table S14**). In the comparison between parental and oxamate-treated MIAPaCa2 cells, CEBPB, zinc finger MIZ-type containing 1 (ZMIZ1), chromodomain helicase DNA–binding protein 1 (CHD1), negative elongation factor (NELF), and PBX3 were identified as the top-most significantly enriched transcription factors (**Figure 8F** and **Table S15**).

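In oxamate-resistant MIAPaCa2 cells, 4 of the metabolic genes and transporters in Table S16 fell after oxamate and 9 rose, and all 13 passed the threshold in the re-analysed counts in the direction the table gives. An adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was found for 12 of them over all genes tested and for 13 when adjusted over the list alone. The genes that fell were well expressed, and all their oxamate-treated replicates lay below all vehicle-treated replicates. They were SLC7A5, ASNS (81.0 ± 1.26 CPM after vehicle and 51.1 ± 0.861 CPM after oxamate, SD, n = 3 each; log2 fold change -0.66, standard error 0.03), HKDC1 (13.9 ± 0.515 and 8.87 ± 0.171 CPM; log2 fold change -0.65, standard error 0.04) and SLC2A3 (log2 fold change -0.60, standard error 0.02). The genes that rose were RIMKLA and 8 genes with a mean of at most 3.59 CPM in either group. SLC27A3 went from 2.14 ± 0.595 to 3.59 ± 0.289 CPM (log2 fold change 0.75, standard error 0.18), PNPLA7 from 1.64 ± 0.183 to 2.66 ± 0.141 CPM (0.70, standard error 0.16) and SCN4B from 0.976 ± 0.104 to 1.55 ± 0.227 CPM (0.67, standard error 0.17). The log2 fold changes of AQP1, SLC25A27, SLC26A10 and GRIN2C were 0.75, 0.83, 0.74 and 0.65, with standard errors of 0.20, 0.23, 0.22 and 0.20, and replicates of SLC26A10 and GRIN2C overlapped between the groups. PDE4C, at 0.555 ± 0.159 and 1.03 ± 0.260 CPM, had a log2 fold change of 0.91 (standard error 0.35) and an adjusted p of 0.0781 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This call was not stable: over 18 alternatives the adjusted p of PDE4C in edgeR, limma-voom or DESeq2 ran from 0.0184 to 0.886, and it was under 0.05 with a replicate block, with only the 6 samples compared and with no filter on low counts. With 1 replicate left out, the adjusted p rose above 0.05 in 4 of 6 fits for AQP1, GRIN2C and SLC26A10, in 3 for SLC25A27 and in 1 for SCN4B. A covariate for nuclear-retained RNA, added after the data had been seen and itself different between vehicle-treated and oxamate-treated cells, left all 8 of these genes of low expression at an adjusted p over 0.05 in edgeR. It lowered the log2 fold change of SLC27A3 to 0.27 and that of PNPLA7 to 0.33. Those of SCN4B, GRIN2C, SLC25A27 and SLC26A10 fell as well. That of AQP1 was not lowered, at 0.79, with a standard error of 0.26 against 0.20 without the covariate. Over all alternatives the adjusted p in edgeR, limma-voom or DESeq2 ran from 8.59e-04 to 0.270 for SLC27A3 and from 0.00120 to 0.191 for PNPLA7.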

In the comparison between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells, only 13 genes were identified as differentially expressed (**Figure 9A** and **Table S16**); although these genes were not enriched in any major metabolic pathways (**Figure 9B**), some of these genes were enrichment in unconventional metabolic pathways, such as cellular hexose transport and vitamin C (ascorbate) metabolism (**Table S17**). Finally, in the comparison between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells, 540 differentially expressed metabolic genes or transporters were identified (**Figure 9C** and **Table S18**). 

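All 540 genes of Table S18 had the same direction in the re-analysed counts of oxamate-treated resistant against oxamate-treated parental cells, and 532 passed the threshold, 272 higher and 260 lower in oxamate-resistant cells. With library size alone in place of TMM, 350 of the 540 passed it in the same direction. All 540 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes tested and adjusted over the list alone, which the paper chose on the same samples.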

Reactome Pathway Analysis of these 540 metabolic genes or transporters revealed the significant enrichment of pathways associated with the metabolism of carbohydrates, vitamins, and cofactors, among others (**Figure 9D** and **Table S19**).

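Under oxamate in both cell lines, 24 of the 26 genes of the fixed glycolysis list were lower in oxamate-resistant than in parental MIAPaCa2 cells, with a median log2 fold change of -0.87 (camera in edgeR, adjusted p = 1.21e-25, and 0.00881 with an estimated inter-gene correlation). Singly, 25 of them had an adjusted p under 0.05 both over all genes tested and adjusted over the list alone, and 19 passed the fold change threshold. The smallest p was that of SLC2A3, which was lower by a log2 fold change of -1.66 (standard error 0.02) in oxamate-treated resistant cells. The median of the list was -0.55 with library size alone in place of TMM. Part of this difference was present without oxamate. Between the vehicle-treated cell lines the list had a median of -0.48, with 24 of 26 genes lower in oxamate-resistant cells. There camera in edgeR gave an adjusted p of 7.13e-12, and 0.0499 with an estimated inter-gene correlation.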

**Figure 9:**
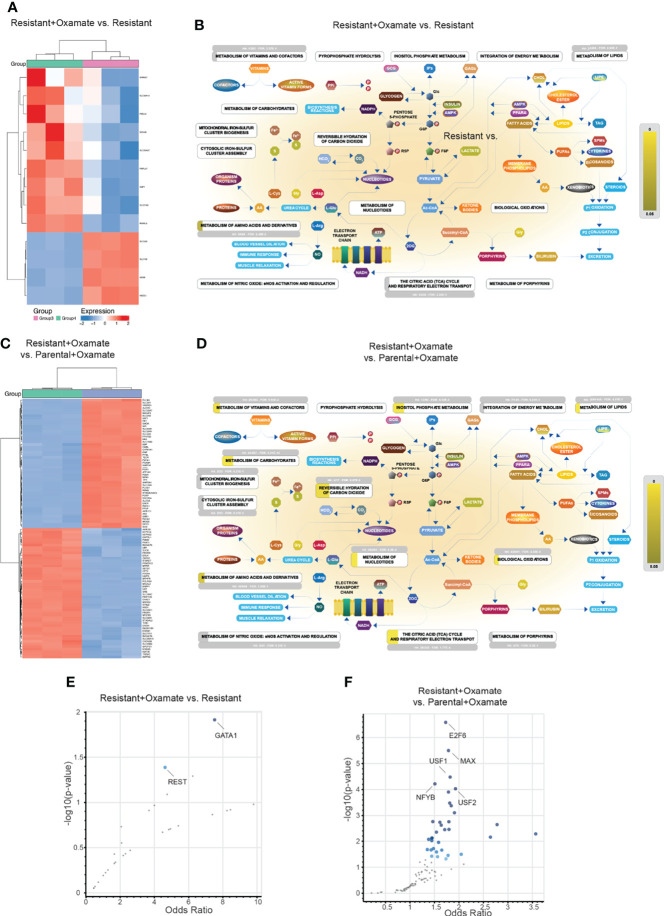
Alterations in metabolic genes and their potential transcriptional regulators in resistant/oxamate-treated resistant cells and oxamate-treated parental/oxamate-treated resistant cells. **(A)** Heatmap showing the expression of the top 100 (50 upregulated and 50 downregulated) differentially expressed metabolic genes between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells. **(B)** Reactome Pathway Analysis for differentially expressed metabolic genes between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells shows key metabolic pathways associated with significantly enriched genes (p-value <0.05, shown in yellow). **(C)** Heatmap showing the expression of the top 100 (50 upregulated and 50 downregulated) differentially expressed metabolic genes between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells. **(D)** Reactome Pathway Analysis for differentially expressed metabolic genes between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells cells shows key metabolic pathways associated with significantly enriched genes (p-value <0.05, shown in yellow). **(E)** Enrichr analysis using ENCODE and ChEA for identifying potential regulatory transcription factors involved in the differential expression of metabolic genes between vehicle- and oxamate-treated oxamate-resistant cells. **(F)** Enrichr analysis using ENCODE and ChEA for identifying potential regulatory transcription factors involved in the differential expression of metabolic genes between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells.

Next, we identified transcription factors potentially involved in the regulation of differentially expressed metabolic genes. To do so, we performed an Enrichr analysis of the differentially expressed metabolic genes in the comparisons between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells and between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells. In the comparison between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells, GATA1 and repressor element 1–silencing transcription factor (REST) were identified as the top-most significantly enriched transcription factors (**Figure 9E** and **Table S20**). In the comparison between oxamate-treated parental and oxamate-resistant MIAPaCa2 cells, E2F transcription factor 6 (E2F6), Myc-associated factor X (MAX), upstream transcription factor (USF)1, USF2, and nuclear transcription factor Y subunit beta (NFYB) were identified as the top-most significantly enriched transcription factors (**Figure 9F** and **Table S21**).

### Integration of metabolic and RNA-seq data to identity co-regulated pathways at both the transcriptional and metabolic levels

To identify metabolic pathways and mRNA expression levels that are co-regulated, we performed an integrative analysis combining RNA-seq and metabolomics data. We focused on all metabolic genes identified as altered across the various comparisons (parental versus oxamate-resistant; vehicle- versus oxamate-treated parental; vehicle- versus oxamate-treated oxamate-resistant; and oxamate-treated parental versus oxamate-resistant). To conduct the integrated analysis, we used the joint pathway analysis tool in MetaboAnalyst 5.0 (31). The results of this integrated analysis are shown in **Figures 10A**–**D** and summarized in **Tables S22**–**S25**. For example, aminoacyl tRNA biosynthesis, arginine biosynthesis, and proline biosynthesis were identified as the three top-most significantly altered metabolic pathways in the integrated analysis for parental versus oxamate-resistant MIAPaCa2 cells. 

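On the mRNA side of this comparison, the 20 cytosolic aminoacyl-tRNA synthetase genes had a median log2 fold change of -0.07 between vehicle-treated oxamate-resistant and parental cells, with 9 higher and 11 lower. Camera in edgeR, which sets the list against the other genes, found no shift of the list relative to them (adjusted p = 0.755). Fry, which tests for a shared direction of change without reference to other genes, gave the direction as down (adjusted p = 0.0255). The tests thus differ on whether the list was shifted. The median became 0.15 with library size alone in place of TMM, so its direction depended on the scaling. Singly, 18 of the 20 genes had an adjusted p under 0.05 over all genes tested and 18 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1, CARS, also passed a fold change of 1.5, at 59.1 ± 0.557 CPM (SD, n = 3) in parental and 91.7 ± 1.51 CPM (SD, n = 3) in oxamate-resistant cells. The metabolite measurements of the joint analysis were not used here.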

We also analyzed differences among comparisons to identify specific changes associated with specific pairwise comparisons. The Venn diagram for this analysis is shown in **Figure 10E**. For example, 75 metabolic pathways were identified as significantly altered in the integrated analysis for parental versus oxamate-resistant MIAPaCa2 cells, whereas 81 metabolic pathways were identified as significantly altered in oxamate-treated parental versus oxamate-resistant MIAPaCa2 cells. Of these, 75 were common between the two comparisons, 0 were specific to the comparison between parental and oxamate-resistant MIAPaCa2 cells, and 6 were specifically altered in the comparison between oxamate-treated parental and oxamate-resistant MIAPaCa2 cells. These results demonstrate that the integration of metabolomics and RNA-seq data can reveal information that is not possible to identify by looking at either RNA-seq or metabolomics data alone.

**Figure 10:**
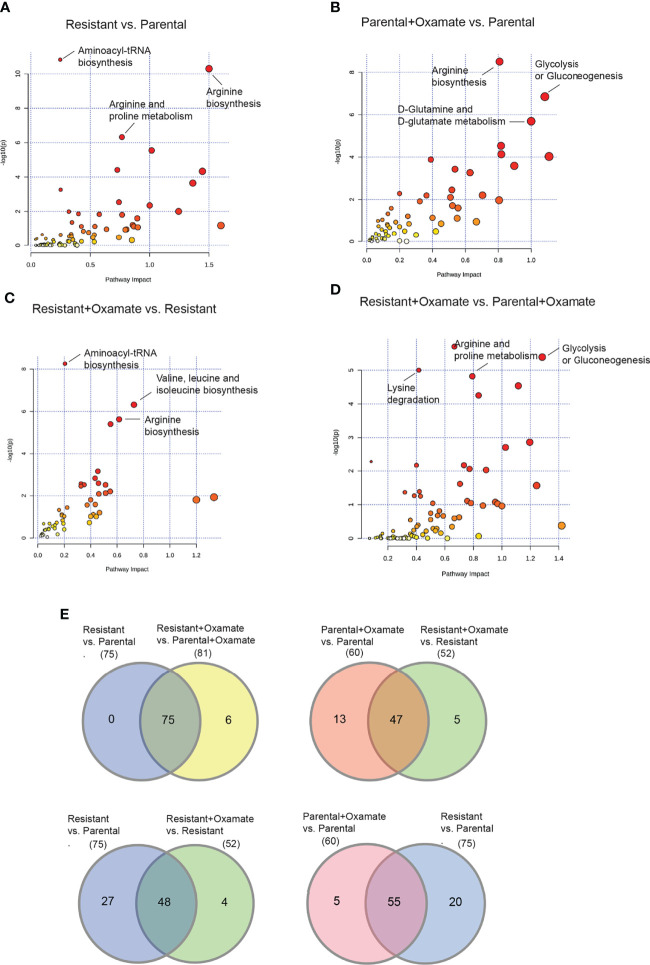
Integrative RNA-seq and metabolomics analysis identifies similarities and differences between parental and oxamate-resistant pancreatic cancer cells. **(A)** Integration of altered metabolic genes and metabolites was performed using the joint pathway analysis module of MetaboAnalyst 5.0 for the comparison between parental and oxamate-resistant MIAPaCa2 cells. **(B)** Integration of altered metabolic genes and metabolites was performed using the joint pathway analysis module of MetaboAnalyst 5.0. for the comparison between vehicle- and oxamate-treated parental MIAPaCa2 cells. **(C)** Integration of altered metabolic genes and metabolites was performed using the joint pathway analysis module of MetaboAnalyst 5.0 for the comparison between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells. **(D)** Integration of altered metabolic genes and metabolites was performed using the joint pathway analysis module of MetaboAnalyst 5.0 for the comparison between oxamate-treated parental and oxamate-treated oxamate-resistant MIAPaCa2 cells. **(E)** Venn diagram for the indicated comparisons showing differentially altered metabolic pathways based on the integrative analysis of differentially expressed metabolic genes identified by RNA-seq and differential metabolites identified by the metabolomics analysis in the indicated samples.

## Discussion

Targeting metabolic enzymes has emerged as a new approach for cancer therapy (3, 32). However, based on our knowledge of the response of cancer cells to other therapeutic agents, including the development of eventual therapeutic resistance, cancer cells are expected to eventually adapt to metabolic enzyme inhibition. Therefore, understanding the adaptation process at the molecular level is necessary to optimize the use of metabolic enzyme–targeting agents and improve the treatment or prevent the development of drug-resistant cancers.

The overexpression of the metabolic enzyme LDHA is necessary for tumor growth and progression (6–10, 13–15). LDHA typically exists as a tetramer (LDH-5) and functions primarily to interconvert pyruvate to lactate and transform NADH to NAD+. However, LDHA is a multifunctional protein and has been localized not only to the cytoplasm but also in mitochondria and the nucleus (33, 34). Outside of the nucleus, LDHA plays a role in the regulation of glycolysis, whereas LDHA inside the nucleus functions as a single-stranded DNA–binding protein (SSB) (34). Additionally, nuclear LDHA has been shown to sense reactive oxygen species, leading to the production of alpha-hydroxybutyrate in human papillomavirus (HPV)-induced cervical cancer (35).

Here, using the LDHAi oxamate as a metabolic enzyme inhibitory drug and PDAC as a model system, we studied the impact of LDHA inhibition on the transcriptional, chromatin, and metabolomics landscapes. We also performed integrated analyses to identify common transcriptome and chromatin accessibility features and common transcriptome and metabolic features in parental and oxamate-resistant PDAC cells treated with and without oxamate. These studies revealed several differences in the mRNA expression profiles, chromatin accessibility profiles, and metabolic profiles across parental and oxamate-resistant PDAC cells treated with or without oxamate.

RNA-seq analysis showed that parental cells were highly responsive to oxamate treatment, whereas oxamate-resistant cells showed only marginal responses to oxamate treatment. Consistent with this finding, vehicle- and oxamate-treated parental cells displayed large differences in their mRNA expression profiles. These results are consistent with the rationale that once oxamate resistance develops, oxamate-resistant cells become largely inert in response to oxamate treatment. In conclusion, these results demonstrate that oxamate resistant cells may acquire such a state as a mechanism of adaptation to survive in the presence of oxamate and to become oxamate resistant. Notably, also pathway analysis identified distinct set of genes and pathways gets enriched in each of treatment conditions, in which oxamate treated parental cells very clearly separated from highly non-responsive oxamate resistant cells.

Furthermore, ATAC-seq analysis and its integration with the RNA-seq analysis revealed that only a small subset of mRNAs (1% to 12%) associated with differential expression were associated with changes in chromatin accessibility within promoter regions. These results are consistent with those of other studies, which also reported an approximately 10% overlap between RNA-seq and ATAC-seq data (36). Furthermore, the usefulness of integrated analyses was highlighted by the ability of integrated RNA-seq and ATAC-seq data to identify changes in chromatin accessibility associated with consequent changes in mRNA expression, which allowed for the identification of potential transcriptional regulators associated with changes in mRNA expression. Additionally, using the integration data with that of transcriptional regulator identification data allows for identifying distinct transcription factors that might contribute to distinct transcriptional response to oxamate treatment. Future studies will allow us and others to evaluate the role of these individual transcription factors in driving the oxamate resistant state and their role in glucose metabolism regulation in part via glycolysis regulation.

Finally, the integration of metabolomics data with RNA-seq data for metabolic genes and transporters allowed changes in mRNA levels to be linked with changes in metabolites. These studies thereby provide an overall reason for changes in metabolites under distinct oxamate treatment or parental and oxamate-resistant states, and demonstrate that they in part are driven due to changes at transcriptional of enzymes that in turn regulate various metabolic pathways.

In conclusion, these studies highlight the importance of performing integrative analyses of RNA-seq, ATAC-seq, and metabolomics data to identify changes that would not be possible to identify using any single omics–based approach. Further studies using other functional genomics approaches are likely to reveal the driving roles played by these transcriptional and metabolic changes in conferring resistance to LDHAis. Similar approaches can be employed to identify differences in the response to other metabolic inhibitors, which may eventually lead to the optimization of metabolic enzyme–targeted therapies to achieve the maximum clinical benefits in cancer patients.

Future studies using a larger number of PDAC cell lines, in vivo models, and other cancer types of glycolytic nature will allow us to further identifying unifying features of oxamate resistant cells. Similarly, use of other LDHA inhibitors and comparing the genetic inhibition of LDHA with that or its pharmacological inhibition will reveal the impact of non-enzymatic and non-canonical functions of LDHA in promoting growth of cancer cells.

## Materials and methods

### Cell culture

MIAPaCa2 cells were obtained from the American Type Culture Collection (Manassas, VA, USA) and were grown in Dulbecco’s modified Eagle medium (Life Technologies, ThermoFisher Scientific, Waltham, MA, USA), supplemented with 10% fetal bovine serum (Life Technologies, ThermoFisher Scientific) and 1% penicillin/streptomycin (Life Technologies), at a CO2 concentration of 5%.

### Generation of sodium oxamate–resistant cell lines

Sodium oxamate–resistant cells were generated by continuously culturing MIAPaCa2 cells in the presence of 10 mM sodium oxamate for 4 weeks. The medium was replaced every 3 days and supplemented with fresh sodium oxamate until these cells began to form distinct colonies. The sodium oxamate–resistant phenotype in isolated polyclonal populations was further validated by clonogenic assay.

### Clonogenic assays

The clonogenic ability of MIAPaCA2 parental and sodium oxamate–resistant cells was measured under untreated and sodium oxamate–treated conditions. For these assays, 5 × 10^3^ cells/well were seeded in 6-well culture plates. For drug treatment experiments, cells were treated with 10 mM of sodium oxamate. The medium containing sodium oxamate was changed every 3 days. After 10–14 days of treatment, surviving colonies were stained with a solution containing 40% methanol, 10% acetic acid, and 0.005% Coomassie Brilliant Blue R-250 (Sigma-Aldrich, USA), and the plates were imaged using an Epson Perfection V850 Pro Photo Scanner (USA).

### Seahorse analysis for the measurement of extracellular acidification rates

Extracellular acidification rates were measured using the XFe24 analyzer (Seahorse Bioscience). Briefly, parental and oxamate-resistant MIAPaCa2 cells (untreated and treated with sodium oxamate) were seeded at a density of 40,000 cells/well in triplicate. After 24 h, the culture medium was replaced with assay medium, and extracellular acidification rates were measured for 2 h.

### RNA-sequencing

Total RNA was extracted from frozen cell pellet samples using the Qiagen RNeasy Plus Universal mini kit according to the manufacturer’s instructions (Qiagen, Hilden, Germany). RNA samples were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was verified using an Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA-seq libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina according to the manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligo(dT) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First-strand and second-strand cDNA were subsequently synthesized. cDNA fragments were end-repaired and adenylated at the 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA) and quantified using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA).

The sequencing libraries were clustered on two lanes of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to the manufacturer’s instructions. The samples were sequenced using a 2 × 150-bp paired-end configuration. Image analysis and base calling were conducted using HiSeq Control Software. Raw sequence data (.bcl files) generated from Illumina HiSeq were converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

### RNA-sequencing analysis

After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner uses a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated during this step. Unique gene hit counts were calculated by using feature counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted.

The reads were first mapped to the latest UCSC transcript set using Bowtie2 version 2.1.0 (37), and the gene expression level was estimated using RSEM v1.2.15 (38). Differentially expressed genes were identified using the DESeq2 program (39). Genes showing altered expression with p < 0.05 and fold changes > 1.5 were considered to be differentially expressed. Goseq (40) was used to perform the gene ontology (GO) enrichment analysis, and Kobas was used to perform the pathway analysis (41).

### ATAC-sequencing and data analysis

Parental or oxamate-resistant MIAPaCa2 cells treated with 10 mM oxamate or phosphate-buffered saline (PBS) for 24 h were washed and treated with DNAse I (Life Tech, Cat. #EN0521) to remove genomic DNA contamination. Live cell samples were quantified and assessed for viability using a Countess Automated Cell Counter (ThermoFisher Scientific, Waltham, MA, USA). After cell lysis and cytosol removal, nuclei were treated with Tn5 enzyme (Illumina, Cat. #20034197) for 30 min at 37°C and purified with a MinElute PCR Purification Kit (Qiagen, Cat. #28004) to produce tagmented DNA samples. Tagmented DNA was barcoded with a Nextera Index Kit v2 (Illumina, Cat. #FC-131-2001) and amplified via PCR prior to an SPRI Bead cleanup to yield purified DNA libraries.

The reads were first mapped to the latest UCSC genome set using Bowtie2 version 2.1.0 (37). Mitochondrial reads, duplicate reads, and non-unique reads were removed before peak calling. MACS2 was used for peak calling using BAMPE mode (42). Differentially expressed peaks were identified using the DEseq2 program (39). Peaks showing altered expression with p < 0.05 and fold change > 1.5 were considered differentially expressed. Downstream genes of the differential peaks were used for GO and pathway enrichment analysis. Goseq (40) was used to perform the GO enrichment analysis, and Kobas was used to perform the pathway analysis (41).

### Integrated analysis of RNA-seq and ATAC-seq data

RNA-seq and ATAC-seq data were analyzed to identify same-direction changes in mRNA expression and chromatin accessibility. This integration was used to assess pathway enrichment using Reactome Pathway Analysis.

### Enrichment analysis for transcription factor binding sites

Transcription factor enrichment analysis was performed by Enrichr, a web-based enrichment analysis using ENCODE and the ChEA consensus TFs from the ChIP-X option for identifying potential regulatory transcription factors involved in the differential expression of metabolic genes between parental and oxamate-resistant MIAPaCa2 cells treated with and without sodium oxamate. The gene set of differentially expressed genes was used as input. To identify transcription factors using data from multiple experiments, set intersection was applied to obtain consensus. For each comparison, multiple transcription factors were identified as potentially direct transcriptional regulators for differentially expressed mRNAs.

### Reactome pathway analysis

The differentially expressed genes identified in the RNA-seq or ATAC-seq analyses of metabolites identified by metabolomics analysis were evaluated using Reactome Pathway Analysis using the Reactome Pathway Analysis tool version 80 (https://www.reactome.org). Briefly, common differentially expressed genes among parental and oxamate-resistant MIAPaCa2 cells treated with and without sodium oxamate were uploaded into the Reactome Pathway Analysis tool. In this analysis, all non-human identifiers were converted to their human equivalents. The 25 most significantly altered pathways specific to Homo sapiens were identified using all resources and sorted by p-values.

### Metabolomics analysis

Parental and oxamate-resistant MIAPaCa2 cells treated with and without oxamate were analyzed for alterations in metabolic pathways using the CE-TOFMS–based scan profiling method developed by Human Metabolome Technologies (Boston, MA, USA) using an Agilent CE-TOFMS system (Agilent Technologies Inc.). Parental and oxamate-resistant cells were grown in the absence and presence of 10 mM sodium oxamate in triplicate, and 1 × 106 cells were analyzed for each condition. Samples were prepared according to the recommendations of Human Metabolome Technologies. The samples were mixed with 800 µL methanol, followed by the addition of 450 µL Milli-Q water containing internal standards (10 µM), and mixed thoroughly. The extract (1,000 µL) was centrifuged (2,300 × g, 4°C, 5 min). The supernatant (350 µL) was filtrated through a 5-kDa cutoff filter (ULTRAFREE-MC-PLHCC, Human Metabolome Technologies, Yamagata, Japan) to remove macromolecules. The filtrate was concentrated by centrifugation and resuspended in 50 µL ultrapure water immediately before the measurement. Metabolome analysis was performed in samples of cultured cells using CE-TOFMS for cationic and anionic metabolites. For data analysis, peaks detected during spectrometric analysis were extracted using the MasterHands version 2.17.1.11 automated integration software (developed at Keio University, Tokyo, Japan) to determine the mass/charge ratio (m/z), migration time, and peak area. Peak area was converted to relative peak area using the following equation: Relative peak area = Metabolite Peak Area/Internal Standard Peak Area × Sample Amount. The peak detection limit was determined based on a signal-to-noise ratio of 3. Putative metabolites were assigned based on the m/z value and migration time using Human Metabolomic Technologies’ standard library and known–unknown peak library. The tolerance was ±0.5 min for migration time and ±10 ppm for m/z. Hierarchical cluster analysis and principal component analysis were performed using statistical analysis software (developed at Human Metabolome Technologies). In total, 228 metabolites were detected (121 metabolites in cation mode and 107 metabolites in anion mode) and annotated using Human Metabolomic Technologies’ standard library and known–unknown peak library. All metabolite concentrations were calculated by normalizing the peak area of each metabolite to the area of the internal standard and by comparing with standard curves obtained from a 100 µM single-point calibration. The peak profiles of putative metabolites were represented on metabolic pathway maps using the Visualization and Analysis of Networks containing Experimental Data (VANTED) software (http://vanted.ipk-gatersleben.de/). The pathway map was prepared based on metabolic pathways known to exist in human cells according to information in the KEGG database (http://www.genome.jp/kegg/). The list of fold changes for altered metabolites identified in each comparison is shown in **Table S8**.

### Integrated analysis for RNA-seq and metabolomics data

Differential genes and metabolites with fold changes were combined and used as the input file in the MetaboAnalyst 5.0 joint pathway analysis tool. MetaboAnalyst supports raw MS spectra processing, comprehensive data normalization, statistical analysis, functional analysis, meta-analysis, and integrative analysis with other omics data. The most significantly enriched pathways were selected and plotted.

## Data availability statement

The RNA-seq data and ATAC-seq data was submitted to Gene Expresison Omnibus. (GEO). The accession number for the RNA-seq data is GSE164976 and the accession number for ATAC-seq data is GSE164974. Metabolomics data and other relevant spread sheets can be found in the article/**Supplementary material**.

## Author contributions

NW and RG conceived the project. PM, VR, RG, and NW designed the experiments. PM and VR performed the research. PM, VR, RG, and NW analyzed and interpreted the data. PM, RG, and NW wrote the paper. All authors reviewed, made suggestions, approved the paper, and provided comments.

## Acknowledgments

We gratefully acknowledge grants from the National Institutes of Health (NIH) [R01CA195077 (to NW), R01CA200919 (to NW), 1R01CA218008 (to NW), and R01CA233481 (to RG)].

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] Martinez-ReyesIChandelNS. Cancer metabolism: Looking forward. Nat Rev Cancer (2021) 21(10):669–80. doi: 10.1038/s41568-021-00378-6 34272515

[2] NagarajanAMalviPWajapeyeeN. Oncogene-directed alterations in cancer cell metabolism. Trends Cancer (2016) 2(7):365–77. doi: 10.1016/j.trecan.2016.06.002 PMC509665227822561

[3] StineZESchugZTSalvinoJMDangCV. Targeting cancer metabolism in the era of precision oncology. Nat Rev Drug Discovery (2022) 21(2):141–62. doi: 10.1038/s41573-021-00339-6 PMC864154334862480

[4] SreedharAZhaoY. Dysregulated metabolic enzymes and metabolic reprogramming in cancer cells. BioMed Rep (2018) 8(1):3–10. doi: 10.3892/br.2017.1022 29399334PMC5772474

[5] NilssonRJainMMadhusudhanNSheppardNGStrittmatterLKampfC. Metabolic enzyme expression highlights a key role for Mthfd2 and the mitochondrial folate pathway in cancer. Nat Commun (2014) 5:3128. doi: 10.1038/ncomms4128 24451681PMC4106362

[6] YangYChongYChenMDaiWZhouXJiY. Targeting lactate dehydrogenase a improves radiotherapy efficacy in non-small cell lung cancer: From bedside to bench. J Transl Med (2021) 19(1):170. doi: 10.1186/s12967-021-02825-2 33902615PMC8074241

[7] AnJZhangYHeJZangZZhouZPeiX. Lactate dehydrogenase a promotes the invasion and proliferation of pituitary adenoma. Sci Rep (2017) 7(1):4734. doi: 10.1038/s41598-017-04366-5 28680051PMC5498590

[8] YuYLiaoMLiuRChenJFengHFuZ. Overexpression of lactate dehydrogenase-a in human intrahepatic cholangiocarcinoma: Its implication for treatment. World J Surg Oncol (2014) 12:78. doi: 10.1186/1477-7819-12-78 24679073PMC4230420

[9] ZhaoJHuangXXuZDaiJHeHZhuY. Ldha promotes tumor metastasis by facilitating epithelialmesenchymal transition in renal cell carcinoma. Mol Med Rep (2017) 16(6):8335–44. doi: 10.3892/mmr.2017.7637 28983605

[10] WuJYouKChenCZhongHJiangYMoH. High pretreatment ldh predicts poor prognosis in hypopharyngeal cancer. Front Oncol (2021) 11:641682. doi: 10.3389/fonc.2021.641682 33777804PMC7991725

[11] ValvonaCJFillmoreHLNunnPBPilkingtonGJ. The regulation and function of lactate dehydrogenase a: Therapeutic potential in brain tumor. Brain Pathol (2016) 26(1):3–17. doi: 10.1111/bpa.12299 26269128PMC8029296

[12] FengYXiongYQiaoTLiXJiaLHanY. Lactate dehydrogenase a: A key player in carcinogenesis and potential target in cancer therapy. Cancer Med (2018) 7(12):6124–36. doi: 10.1002/cam4.1820 PMC630805130403008

[13] FantinVRSt-PierreJLederP. Attenuation of ldh-a expression uncovers a link between glycolysis, mitochondrial physiology, and tumor maintenance. Cancer Cell (2006) 9(6):425–34. doi: 10.1016/j.ccr.2006.04.023 16766262

[14] QingGSkuliNMayesPAPawelBMartinezDMarisJM. Combinatorial regulation of neuroblastoma tumor progression by n-myc and hypoxia inducible factor hif-1alpha. Cancer Res (2010) 70(24):10351–61. doi: 10.1158/0008-5472.CAN-10-0740 PMC300513420961996

[15] XieHHanaiJRenJGKatsLBurgessKBhargavaP. Targeting lactate dehydrogenase–a inhibits tumorigenesis and tumor progression in mouse models of lung cancer and impacts tumor-initiating cells. Cell Metab (2014) 19(5):795–809. doi: 10.1016/j.cmet.2014.03.003 24726384PMC4096909

[16] BilliardJDennisonJBBriandJAnnanRSChaiDColonM. Quinoline 3-sulfonamides inhibit lactate dehydrogenase a and reverse aerobic glycolysis in cancer cells. Cancer Metab (2013) 1(1):19. doi: 10.1186/2049-3002-1-19 24280423PMC4178217

[17] OshimaNIshidaRKishimotoSBeebeKBrenderJRYamamotoK. Dynamic imaging of ldh inhibition in tumors reveals rapid in vivo metabolic rewiring and vulnerability to combination therapy. Cell Rep (2020) 30(6):1798–810.e4. doi: 10.1016/j.celrep.2020.01.039 32049011PMC7039685

[18] BoudreauAPurkeyHEHitzARobargeKPetersonDLabadieS. Metabolic plasticity underpins innate and acquired resistance to ldha inhibition. Nat Chem Biol (2016) 12(10):779–86. doi: 10.1038/nchembio.2143 27479743

[19] QiaoTXiongYFengYGuoWZhouYZhaoJ. Inhibition of ldh-a by oxamate enhances the efficacy of anti-Pd-1 treatment in an nsclc humanized mouse model. Front Oncol (2021) 11:632364. doi: 10.3389/fonc.2021.632364 33859941PMC8042335

[20] AltinozMAOzpinarA. Oxamate targeting aggressive cancers with special emphasis to brain tumors. BioMed Pharmacother (2022) 147:112686. doi: 10.1016/j.biopha.2022.112686 35124385

[21] SwinnenJVBrusselmansKVerhoevenG. Increased lipogenesis in cancer cells: New players, novel targets. Curr Opin Clin Nutr Metab Care (2006) 9(4):358–65. doi: 10.1097/01.mco.0000232894.28674.30 16778563

[22] CostelloLCFranklinRB. 'Why do tumour cells glycolyse?': From glycolysis through citrate to lipogenesis. Mol Cell Biochem (2005) 280(1-2):1–8. doi: 10.1007/s11010-005-8841-8 16511951PMC4461431

[23] DaemenAPetersonDSahuNMcCordRDuXLiuB. Metabolite profiling stratifies pancreatic ductal adenocarcinomas into subtypes with distinct sensitivities to metabolic inhibitors. Proc Natl Acad Sci U S A (2015) 112(32):E4410–7. doi: 10.1073/pnas.1501605112 PMC453861626216984

[24] RongYWuWNiXKuangTJinDWangD. Lactate dehydrogenase a is overexpressed in pancreatic cancer and promotes the growth of pancreatic cancer cells. Tumour Biol (2013) 34(3):1523–30. doi: 10.1007/s13277-013-0679-1 23404405

[25] MohammadGHOlde DaminkSWMalagoMDharDKPereiraSP. Pyruvate kinase M2 and lactate dehydrogenase a are overexpressed in pancreatic cancer and correlate with poor outcome. PLoS One (2016) 11(3):e0151635. doi: 10.1371/journal.pone.0151635 26989901PMC4798246

[26] LeACooperCRGouwAMDinavahiRMaitraADeckLM. Inhibition of lactate dehydrogenase a induces oxidative stress and inhibits tumor progression. Proc Natl Acad Sci U S A (2010) 107(5):2037–42. doi: 10.1073/pnas.0914433107 PMC283670620133848

[27] ChengCSTanHYWangNChenLMengZChenZ. Functional inhibition of lactate dehydrogenase suppresses pancreatic adenocarcinoma progression. Clin Transl Med (2021) 11(6):e467. doi: 10.1002/ctm2.467 34185423PMC8238920

[28] LiBCareyMWorkmanJL. The role of chromatin during transcription. Cell (2007) 128(4):707–19. doi: 10.1016/j.cell.2007.01.015 17320508

[29] ChenEYTanCMKouYDuanQWangZMeirellesGV. Enrichr: Interactive and collaborative Html5 gene list enrichment analysis tool. BMC Bioinf (2013) 14:128. doi: 10.1186/1471-2105-14-128 PMC363706423586463

[30] PossematoRMarksKMShaulYDPacoldMEKimDBirsoyK. Functional genomics reveal that the serine synthesis pathway is essential in breast cancer. Nature (2011) 476(7360):346–50. doi: 10.1038/nature10350 PMC335332521760589

[31] PangZChongJZhouGde Lima MoraisDAChangLBarretteM. Metaboanalyst 5.0: Narrowing the gap between raw spectra and functional insights. Nucleic Acids Res (2021) 49(W1):W388–W96. doi: 10.1093/nar/gkab382 PMC826518134019663

[32] GalluzziLKeppOVander HeidenMGKroemerG. Metabolic targets for cancer therapy. Nat Rev Drug Discovery (2013) 12(11):829–46. doi: 10.1038/nrd4145 24113830

[33] CattaneoABioccaSCorvajaNCalissanoP. Nuclear localization of a lactic dehydrogenase with single-stranded DNA-binding properties. Exp Cell Res (1985) 161(1):130–40. doi: 10.1016/0014-4827(85)90497-5 3902489

[34] BrooksGADubouchaudHBrownMSicurelloJPButzCE. Role of mitochondrial lactate dehydrogenase and lactate oxidation in the intracellular lactate shuttle. Proc Natl Acad Sci U S A (1999) 96(3):1129–34. doi: 10.1073/pnas.96.3.1129 PMC153629927705

[35] LiuYGuoJZLiuYWangKDingWWangH. Nuclear lactate dehydrogenase a senses ros to produce alpha-hydroxybutyrate for hpv-induced cervical tumor growth. Nat Commun (2018) 9(1):4429. doi: 10.1038/s41467-018-06841-7 30356100PMC6200739

[36] MiaoWMaZTangZYuLLiuSHuangT. Integrative atac-seq and rna-seq analysis of the longissimus muscle of luchuan and duroc pigs. Front Nutr (2021) 8:742672. doi: 10.3389/fnut.2021.742672 34660666PMC8511529

[37] LangmeadBSalzbergSL. Fast gapped-read alignment with bowtie 2. Nat Methods (2012) 9(4):357–9. doi: 10.1038/nmeth.1923 PMC332238122388286

[38] LiBDeweyCN. Rsem: Accurate transcript quantification from rna-seq data with or without a reference genome. BMC Bioinf (2011) 12:323. doi: 10.1186/1471-2105-12-323 PMC316356521816040

[39] LoveMIHuberWAndersS. Moderated estimation of fold change and dispersion for rna-seq data with Deseq2. Genome Biol (2014) 15(12):550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[40] YoungMDWakefieldMJSmythGKOshlackA. Gene ontology analysis for rna-seq: Accounting for selection bias. Genome Biol (2010) 11(2):R14. doi: 10.1186/gb-2010-11-2-r14 20132535PMC2872874

[41] XieCMaoXHuangJDingYWuJDongS. Kobas 2.0: A web server for annotation and identification of enriched pathways and diseases. Nucleic Acids Res (2011) 39(Web Server issue):W316–22. doi: 10.1093/nar/gkr483 PMC312580921715386

[42] ZhangYLiuTMeyerCAEeckhouteJJohnsonDSBernsteinBE. Model-based analysis of chip-seq (Macs). Genome Biol (2008) 9(9):R137. doi: 10.1186/gb-2008-9-9-r137 18798982PMC2592715

# Supplementary material for: Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma
**Source:** Front Oncol. 2022 Aug 2;12:926437. doi: 10.3389/fonc.2022.926437
**Supplement:** Supplementary file 1

**Table S19.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in oxamate-treated parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the Reactome Pathway Analysis tool

| **Pathway Name** | **Entities** | | | | **Reactions** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Found** | **Ratio** | **p-value** | **False Discovery Rate** | **Found** | **Ratio** |
| Metabolism of carbohydrates | 64 / 457 | 0.03 | 1.11e-16 | 5.91e-14 | 74 / 243 | 0.018 |
| Metabolism | 343 / 3,643 | 0.242 | 1.11e-16 | 5.91e-14 | 530 / 2,251 | 0.165 |
| Transport of small molecules | 87 / 966 | 0.064 | 3.18e-11 | 1.13e-08 | 102 / 443 | 0.032 |
| SLC-mediated transmembrane  transport | 48 / 421 | 0.028 | 1.05e-09 | 2.79e-07 | 55 / 191 | 0.014 |
| Metabolism of lipids | 109 / 1,446 | 0.096 | 2.33e-09 | 4.97e-07 | 179 / 955 | 0.07 |
| Glucose metabolism | 23 / 140 | 0.009 | 5.97e-08 | 1.06e-05 | 23 / 50 | 0.004 |
| Glycolysis | 20 / 110 | 0.007 | 8.92e-08 | 1.36e-05 | 13 / 24 | 0.002 |
| Phospholipid metabolism | 36 / 315 | 0.021 | 1.27e-07 | 1.63e-05 | 76 / 218 | 0.016 |
| Glycosaminoglycan metabolism | 26 / 183 | 0.012 | 1.38e-07 | 1.63e-05 | 29 / 88 | 0.006 |
| Gluconeogenesis | 15 / 66 | 0.004 | 2.36e-07 | 2.50e-05 | 10 / 26 | 0.002 |
| The citric acid (TCA) cycle and  respiratory electron transport | 28 / 238 | 0.016 | 1.84e-06 | 1.77e-04 | 34 / 67 | 0.005 |
| Metabolism of nucleotides | 28 / 256 | 0.017 | 7.05e-06 | 6.20e-04 | 45 / 141 | 0.01 |
| Glutathione conjugation | 13 / 68 | 0.005 | 9.31e-06 | 7.54e-04 | 6 / 14 | 0.001 |
| Cardiac conduction | 19 / 138 | 0.009 | 1.01e-05 | 7.67e-04 | 12 / 27 | 0.002 |
| Ion channel transport | 24 / 206 | 0.014 | 1.16e-05 | 8.22e-04 | 15 / 45 | 0.003 |
| Phase II - Conjugation of compounds | 28 / 265 | 0.018 | 1.31e-05 | 8.63e-04 | 32 / 72 | 0.005 |
| Activation of gene expression by  SREBF (SREBP) | 13 / 71 | 0.005 | 1.46e-05 | 9.04e-04 | 13 / 42 | 0.003 |
| Chondroitin sulfate/dermatan  sulfate metabolism | 13 / 73 | 0.005 | 1.94e-05 | 0.001 | 14 / 28 | 0.002 |
| Diseases associated with  glycosylation precursor biosynthesis | 9 / 37 | 0.002 | 3.58e-05 | 0.002 | 12 / 15 | 0.001 |
| Glycerophospholipid biosynthesis | 24 / 222 | 0.015 | 3.75e-05 | 0.002 | 45 / 133 | 0.01 |
| Respiratory electron transport, ATP  synthesis by chemiosmotic coupling,  and heat production by uncoupling  proteins | 19 / 153 | 0.01 | 4.03e-05 | 0.002 | 24 / 31 | 0.002 |
| Synthesis of IP3 and IP4 in the  cytosol | 9 / 39 | 0.003 | 5.34e-05 | 0.003 | 10 / 12 | 8.79e-04 |
| Biosynthesis of the N-glycan precursor (dolichol lipid-linked  oligosaccharide, LLO) and transfer to a nascent protein | 19 / 159 | 0.011 | 6.64e-05 | 0.003 | 17 / 63 | 0.005 |
| PKMTs methylate histone lysines | 10 / 51 | 0.003 | 7.99e-05 | 0.004 | 8 / 22 | 0.002 |
| Diseases of metabolism | 35 / 410 | 0.027 | 9.08e-05 | 0.004 | 48 / 190 | 0.014 |

# Supplementary material for: Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma
**Source:** Front Oncol. 2022 Aug 2;12:926437. doi: 10.3389/fonc.2022.926437
**Supplement:** Supplementary file 1

**Table S17.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in oxamate-resistant MIAPaCa2 cells treated with or without oxamate using the Reactome Pathway Analysis tool

| **Pathway Name** | **Entities** | | | | **Reactions** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Found** | **Ratio** | **p-value** | **False Discovery Rate** | **Found** | **Ratio** |
| Cellular hexose transport | 2 / 28 | 0.002 | 4.07e-04 | 0.012 | 2 / 17 | 0.001 |
| Response of EIF2AK1 (HRI) to heme deficiency | 2 / 29 | 0.002 | 4.36e-04 | 0.012 | 2 / 20 | 0.001 |
| MECP2 regulates neuronal receptors  and channels | 2 / 32 | 0.002 | 5.30e-04 | 0.012 | 2 / 26 | 0.002 |
| ATF4 activates genes in response to  endoplasmic reticulum stress | 2 / 34 | 0.002 | 5.98e-04 | 0.012 | 1 / 7 | 5.13e-04 |
| SLC-mediated transmembrane transport | 4 / 421 | 0.028 | 8.46e-04 | 0.012 | 4 / 191 | 0.014 |
| PERK regulates gene expression | 2 / 42 | 0.003 | 9.08e-04 | 0.012 | 1 / 11 | 8.06e-04 |
| Transport of small molecules | 5 / 966 | 0.064 | 0.003 | 0.029 | 10 / 443 | 0.032 |
| Transcriptional Regulation by  MECP2 | 2 / 100 | 0.007 | 0.005 | 0.05 | 2 / 77 | 0.006 |
| Response of EIF2AK4 (GCN2) to  amino acid deficiency | 2 / 115 | 0.008 | 0.007 | 0.059 | 2 / 16 | 0.001 |
| The fatty acid cycling model | 1 / 8 | 5.31e-04 | 0.008 | 0.065 | 3 / 6 | 4.40e-04 |
| Unfolded Protein Response (UPR) | 2 / 155 | 0.01 | 0.012 | 0.065 | 1 / 94 | 0.007 |
| The proton buffering model | 1 / 11 | 7.30e-04 | 0.012 | 0.065 | 1 / 1 | 7.33e-05 |
| Transport of inorganic  cations/anions and amino  acids/oligopeptides | 2 / 167 | 0.011 | 0.013 | 0.065 | 2 / 75 | 0.005 |
| Cellular response to starvation | 2 / 176 | 0.012 | 0.015 | 0.065 | 2 / 28 | 0.002 |
| Erythrocytes take up oxygen and  release carbon dioxide | 1 / 16 | 0.001 | 0.017 | 0.065 | 1 / 6 | 4.40e-04 |
| Mitochondrial Uncoupling | 1 / 18 | 0.001 | 0.019 | 0.065 | 4 / 9 | 6.60e-04 |
| Glycerophospholipid catabolism | 1 / 18 | 0.001 | 0.019 | 0.065 | 1 / 7 | 5.13e-04 |
| Multifunctional anion exchangers | 1 / 19 | 0.001 | 0.02 | 0.065 | 1 / 6 | 4.40e-04 |
| Passive transport by Aquaporins | 1 / 21 | 0.001 | 0.022 | 0.065 | 2 / 8 | 5.86e-04 |
| Synaptic adhesion-like molecules | 1 / 23 | 0.002 | 0.024 | 0.065 | 3 / 8 | 5.86e-04 |
| O2/CO2 exchange in erythrocytes | 1 / 23 | 0.002 | 0.024 | 0.065 | 2 / 13 | 9.53e-04 |
| Erythrocytes take up carbon dioxide  and release oxygen | 1 / 23 | 0.002 | 0.024 | 0.065 | 1 / 7 | 5.13e-04 |
| Vitamin C (ascorbate) metabolism | 1 / 26 | 0.002 | 0.027 | 0.065 | 1 / 9 | 6.60e-04 |
| Basigin interactions | 1 / 26 | 0.002 | 0.027 | 0.065 | 1 / 10 | 7.33e-04 |
| Unblocking of NMDA receptors,  glutamate binding and activation | 1 / 27 | 0.002 | 0.028 | 0.065 | 4 / 5 | 3.66e-04 |

# Supplementary material for: Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma
**Source:** Front Oncol. 2022 Aug 2;12:926437. doi: 10.3389/fonc.2022.926437
**Supplement:** Supplementary file 1

**Table S11.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the Reactome Pathway Analysis tool

| **Pathway Name** | **Entities** | | | | **Reactions** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Found** | **Ratio** | **p-value** | **False Discovery Rate** | **Found** | **Ratio** |
| Metabolism | 210 / 3,643 | 0.242 | 1.11e-16 | 9.13e-14 | 351 / 2,251 | 0.165 |
| Transport of small molecules | 71 / 966 | 0.064 | 2.35e-14 | 9.67e-12 | 88 / 443 | 0.032 |
| SLC-mediated transmembrane  transport | 36 / 421 | 0.028 | 2.25e-09 | 6.17e-07 | 42 / 191 | 0.014 |
| Metabolism of lipids | 74 / 1,446 | 0.096 | 8.24e-08 | 1.69e-05 | 130 / 955 | 0.07 |
| Phospholipid metabolism | 27 / 315 | 0.021 | 2.32e-07 | 3.80e-05 | 57 / 218 | 0.016 |
| Metabolism of nucleotides | 23 / 256 | 0.017 | 8.40e-07 | 1.15e-04 | 36 / 141 | 0.01 |
| Transport of inorganic  cations/anions and amino  acids/oligopeptides | 18 / 167 | 0.011 | 1.11e-06 | 1.30e-04 | 18 / 75 | 0.005 |
| Ion channel transport | 20 / 206 | 0.014 | 1.39e-06 | 1.30e-04 | 17 / 45 | 0.003 |
| Metabolism of carbohydrates | 32 / 457 | 0.03 | 1.43e-06 | 1.30e-04 | 39 / 243 | 0.018 |
| Cardiac conduction | 16 / 138 | 0.009 | 1.76e-06 | 1.44e-04 | 10 / 27 | 0.002 |
| Glycosaminoglycan metabolism | 18 / 183 | 0.012 | 3.91e-06 | 2.90e-04 | 20 / 88 | 0.006 |
| TRP channels | 7 / 30 | 0.002 | 2.19e-05 | 0.001 | 2 / 4 | 2.93e-04 |
| Activation of gene expression by  SREBF (SREBP) | 10 / 71 | 0.005 | 3.12e-05 | 0.002 | 10 / 42 | 0.003 |
| Phase 0 - rapid depolarisation | 7 / 34 | 0.002 | 4.80e-05 | 0.003 | 2 / 2 | 1.47e-04 |
| Glycerophospholipid biosynthesis | 18 / 222 | 0.015 | 4.89e-05 | 0.003 | 41 / 133 | 0.01 |
| Synthesis of IP3 and IP4 in the  cytosol | 7 / 39 | 0.003 | 1.12e-04 | 0.006 | 9 / 12 | 8.79e-04 |
| Stimuli-sensing channels | 12 / 119 | 0.008 | 1.26e-04 | 0.006 | 8 / 28 | 0.002 |
| Amino acid transport across the  plasma membrane | 9 / 69 | 0.005 | 1.36e-04 | 0.006 | 9 / 36 | 0.003 |
| Hydrolysis of LPC | 5 / 18 | 0.001 | 1.50e-04 | 0.006 | 6 / 6 | 4.40e-04 |
| Regulation of cholesterol  biosynthesis by SREBP (SREBF) | 10 / 87 | 0.006 | 1.63e-04 | 0.007 | 10 / 52 | 0.004 |
| Muscle contraction | 16 / 213 | 0.014 | 2.95e-04 | 0.011 | 10 / 42 | 0.003 |
| Cholesterol biosynthesis | 9 / 77 | 0.005 | 3.04e-04 | 0.011 | 15 / 35 | 0.003 |
| Metabolism of steroids | 21 / 330 | 0.022 | 3.35e-04 | 0.012 | 36 / 245 | 0.018 |
| Interconversion of nucleotide di- and  triphosphates | 9 / 80 | 0.005 | 3.99e-04 | 0.014 | 13 / 33 | 0.002 |
| Synthesis of very long-chain fatty  acyl-CoAs | 7 / 51 | 0.003 | 5.55e-04 | 0.018 | 5 / 12 | 8.79e-04 |

# Supplementary material for: Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma
**Source:** Front Oncol. 2022 Aug 2;12:926437. doi: 10.3389/fonc.2022.926437
**Supplement:** Supplementary file 1

**Table S13.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in parental (oxamate-sensitive) MIAPaCa2 cells treated with or without oxamate using the Reactome Pathway Analysis tool

| **Pathway Name** | **Entities** | | | | **Reactions** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Found** | **Ratio** | **p-value** | **False Discovery Rate** | **Found** | **Ratio** |
| Metabolism | 70 / 3,643 | 0.242 | 2.35e-11 | 1.06e-08 | 112 / 2,251 | 0.165 |
| Metabolism of carbohydrates | 22 / 457 | 0.03 | 2.77e-10 | 6.23e-08 | 36 / 243 | 0.018 |
| Transport of small molecules | 28 / 966 | 0.064 | 6.03e-08 | 8.74e-06 | 37 / 443 | 0.032 |
| Glucose metabolism | 11 / 140 | 0.009 | 9.33e-08 | 8.74e-06 | 13 / 50 | 0.004 |
| Glycolysis | 10 / 110 | 0.007 | 9.71e-08 | 8.74e-06 | 8 / 24 | 0.002 |
| Gluconeogenesis | 8 / 66 | 0.004 | 2.29e-07 | 1.72e-05 | 5 / 26 | 0.002 |
| SLC-mediated transmembrane  transport | 13 / 421 | 0.028 | 1.55e-04 | 0.01 | 14 / 191 | 0.014 |
| Manipulation of host energy  metabolism | 2 / 3 | 1.99e-04 | 3.73e-04 | 0.021 | 2 / 2 | 1.47e-04 |
| Cytosolic sulfonation of small  molecules | 5 / 74 | 0.005 | 6.65e-04 | 0.031 | 12 / 24 | 0.002 |
| Metabolism of water-soluble  vitamins and cofactors | 9 / 257 | 0.017 | 6.84e-04 | 0.031 | 13 / 144 | 0.011 |
| Classical Kir channels | 2 / 5 | 3.32e-04 | 0.001 | 0.041 | 1 / 1 | 7.33e-05 |
| Glycosaminoglycan metabolism | 7 / 183 | 0.012 | 0.002 | 0.061 | 10 / 88 | 0.006 |
| Basigin interactions | 3 / 26 | 0.002 | 0.002 | 0.064 | 3 / 10 | 7.33e-04 |
| Insulin receptor recycling | 3 / 28 | 0.002 | 0.002 | 0.07 | 2 / 6 | 4.40e-04 |
| Cellular hexose transport | 3 / 28 | 0.002 | 0.002 | 0.07 | 5 / 17 | 0.001 |
| Metabolism of vitamins and  cofactors | 10 / 382 | 0.025 | 0.003 | 0.077 | 14 / 206 | 0.015 |
| Ion channel transport | 7 / 206 | 0.014 | 0.003 | 0.077 | 7 / 45 | 0.003 |
| Potassium Channels | 5 / 107 | 0.007 | 0.003 | 0.077 | 6 / 19 | 0.001 |
| Phase II - Conjugation of compounds | 8 / 265 | 0.018 | 0.003 | 0.077 | 15 / 72 | 0.005 |
| Mitochondrial ABC transporters | 2 / 10 | 6.64e-04 | 0.004 | 0.087 | 2 / 2 | 1.47e-04 |
| Keratan sulfate biosynthesis | 3 / 37 | 0.002 | 0.005 | 0.105 | 5 / 9 | 6.60e-04 |
| Inwardly rectifying K+ channels | 3 / 38 | 0.003 | 0.005 | 0.105 | 3 / 7 | 5.13e-04 |
| ABC-family proteins mediated  transport | 5 / 122 | 0.008 | 0.006 | 0.105 | 6 / 27 | 0.002 |
| Transferrin endocytosis and  recycling | 3 / 39 | 0.003 | 0.006 | 0.105 | 2 / 11 | 8.06e-04 |
| Neuronal System | 11 / 489 | 0.032 | 0.006 | 0.105 | 25 / 216 | 0.016 |

# Supplementary material for: Transcriptional, chromatin, and metabolic landscapes of LDHA inhibitor–resistant pancreatic ductal adenocarcinoma
**Source:** Front Oncol. 2022 Aug 2;12:926437. doi: 10.3389/fonc.2022.926437
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables Legend

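The table gives, for 1025 genes, a mean over all samples, a log2 fold change with its standard error, p-values and 1 value for each of the 6 parental samples. The deposited counts divided by these values gave 1 number per sample, with a spread of at most 0.194% over the genes with more than 200 counts. That number was between 0.996 and 1.00 times the product of each library's total count and its TMM factor, so the values are CPM of a scaled library size. All 1025 genes had the table's direction in the re-analysed counts, and 1010 passed the threshold, 501 upregulated and 509 downregulated. The paper's highest adjusted p in the table is 0.0783 and its lowest mean over all samples is 26.8, so its genes were not selected at an adjusted p under 0.05.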

**Table S1.** Differentially regulated genes identified from RNA-sequencing analysis between parental (oxamate-sensitive) MIAPaCa2 cells treated with and without oxamate.

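Table S2 holds the genes of the paper's comparison between oxamate-treated and vehicle-treated oxamate-resistant cells, with the same columns as the table before it. All 129 genes had the table's direction in the re-analysed counts, 125 passed the threshold, and 103 of these also had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's highest adjusted p in this table is 0.150. The re-analysed log2 fold changes differed from the table's by a median of -0.01.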

**Table S2.** Differentially regulated genes identified from RNA-sequencing analysis between oxamate-resistant MIAPaCa2 cells treated with and without oxamate.

**Table S3.** Differentially regulated genes identified from RNA-sequencing analysis between parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells.

**Table S4.** Differentially regulated genes identified from RNA-sequencing analysis between oxamate-treated parental (oxamate-sensitive) and oxamate-treated oxamate-resistant MIAPaCa2 cells.

**Table S5.** Transcription factors identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between parental (oxamate-sensitive) MIAPaCa2 cells treated with and without oxamate.

**Table S6.** Transcription factors identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells.

**Table S7.** Transcription factors identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between oxamate-treated parental (oxamate-sensitive) and oxamate-treated oxamate-resistant MIAPaCa2 cells.

**Table S8.** List of metabolites altered between parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells treated with and without oxamate identified by a global untargeted metabolomics analysis using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS).

**Table S9.** List of metabolic genes identified from RNA-seq data analyzed in parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells treated with or without oxamate.

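Table S10 holds the metabolic genes and transporters of the comparison between the vehicle-treated cell lines, and the paper counts 218 as higher and 121 as lower in oxamate-resistant cells. The re-analysed log2 fold changes differed from the table's by a median of -0.02.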

**Table S10.** List of differentially regulated metabolic genes identified from RNA-seq data analyzed in parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells.

**Table S11.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the Reactome Pathway Analysis tool.

**Table S12.** List of differentially regulated metabolic genes identified from RNA-seq data analyzed in parental (oxamate-sensitive) MIAPaCa2 cells treated with or without oxamate.

**Table S13.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in parental (oxamate-sensitive) MIAPaCa2 cells treated with or without oxamate using the Reactome Pathway Analysis tool.

**Table S14.** Transcription factors regulating the differentially expressed metabolic genes identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells.

**Table S15.** Transcription factors regulating the differentially expressed metabolic genes identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between vehicle- and oxamate-treated parental (oxamate-sensitive) MIAPaCa2 cells.

**Table S16.** List of differentially regulated metabolic genes identified from RNA-seq data analyzed in oxamate-resistant MIAPaCa2 cells treated with or without oxamate.

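Of the 13 genes, the paper's highest adjusted p is 0.0772, and its lowest mean over all samples is 41.4 counts. With each of the 6 samples of oxamate-resistant cells left out in turn, between 10 and 13 of the genes passed the threshold, the lowest without the second vehicle-treated replicate.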

**Table S17.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in oxamate-resistant MIAPaCa2 cells treated with or without oxamate using the Reactome Pathway Analysis tool.

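The table belongs to the comparison in which both cell lines received oxamate, and the paper counts 280 of its genes as upregulated and 260 as downregulated. The lowest mean over all samples in the table is the paper's 28.8, and its highest adjusted p is the paper's 0.0366. The re-analysed log2 fold changes differed from the table's by a median of -0.02, and the lowest of them was -2.80.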

**Table S18.** List of differentially regulated metabolic genes identified from RNA-seq data analyzed in oxamate-treated parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells.

**Table S19.** List of the top 25 most significantly altered metabolic pathways from the RNA-sequencing analysis performed in oxamate-treated parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the Reactome Pathway Analysis tool.

**Table S20.** Transcription factors regulating the differentially expressed metabolic genes identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between oxamate-resistant MIAPaCa2 cells treated with and without oxamate.

**Table S21.** Transcription factors regulating the differentially expressed metabolic genes identified by enrichment analysis performed by Enrichr (using ENCODE and ChEA consensus TF libraries) between oxamate-treated parental (oxamate-sensitive) and oxamate-treated oxamate-resistant MIAPaCa2 cells.

**Table S22.** List of significantly altered metabolic pathways identified from the integration of metabolomics and RNA-seq data analyses between parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the MetaboAnalyst 5.0 pathway analysis tool.

**Table S23.** List of significantly altered metabolic pathways identified from the integration of metabolomics and RNA-seq data analyses between vehicle- and oxamate-treated parental (oxamate-sensitive) MIAPaCa2 cells using the MetaboAnalyst 5.0 pathway analysis tool.

**Table S24.** List of significantly altered metabolic pathways identified from the integration of metabolomics and RNA-seq data analyses between vehicle- and oxamate-treated oxamate-resistant MIAPaCa2 cells using the MetaboAnalyst 5.0 pathway analysis tool.

**Table S25.** List of significantly altered metabolic pathways identified from the integration of metabolomics and RNA-seq data analyses between oxamate-treated parental (oxamate-sensitive) and oxamate-resistant MIAPaCa2 cells using the MetaboAnalyst 5.0 pathway analysis tool.

How the deposited data were processed for this re-analysis (not part of the article)

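RNA from parental MIAPaCa2 cells and from MIAPaCa2 cells made resistant by 10 mM oxamate for 4 weeks, each treated with vehicle or oxamate, was sequenced in 12 libraries, 3 per condition. According to the paper's methods, the authors enriched mRNA with oligo(dT) beads, prepared NEBNext libraries, mapped the reads to UCSC transcripts with Bowtie2 and estimated expected counts per gene with RSEM, and they deposited these expected counts without normalization. The methods also describe mapping with STAR and counting with featureCounts, and the values that are not whole numbers are those of RSEM. The file holds 317700 values for 26475 gene symbols, of which 11.6% are not whole numbers and 6615 symbols have 0 counts in all libraries. Genomic positions are not part of it, and the paper's text does not name the genome build.

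Library totals ran from 46698729 to 114222169 expected counts, and a floor of 3 counts was used for levels too low to measure. Intervals and floors cover counting error only. Replicates of the same number in different conditions were not treated as pairs.

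The expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its defaults, which left 14582 genes, TMM normalization, and glmQLFit with glmQLFTest on the means of the 4 groups. Genes were called at the paper's threshold, an unadjusted p under 0.05 and a fold change over 1.5, and the count at a Benjamini-Hochberg adjusted p under 0.05 was given beside it. The difference between the oxamate responses of the cell lines was tested as a contrast of the same model and called at an adjusted p under 0.05 and a difference over 1.5-fold. High and low expression were divided at a mean of 8 CPM.

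The 12 lists tested with camera at an inter-gene correlation of 0.01 were glycolysis, HIF targets outside glycolysis, the integrated stress response, cytosolic and mitochondrial aminoacyl-tRNA synthetases, cholesterol biosynthesis, DNA replication, the heat shock response, collagen formation, nuclear-encoded oxidative phosphorylation, interferon-stimulated genes and cytosolic ribosomal proteins. They were written from general knowledge after Tables S1 and S2 had been read, and are not independent of them. The adjustment covered the 12 lists and 4 comparisons, and separately the 12 lists for the difference between responses.

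The genes named were LDHA and LDHB, for each comparison the 2 upregulated and 2 downregulated genes with the smallest p among those whose replicates did not overlap between the groups, MARS and FAR2, which the paper names, the 13 genes of Table S16, and the member of each reported list with the smallest p. HSPA1A, CA9, MALAT1, NEAT1, KCNQ1OT1, MIAT, CDKN2A, CDKN2B and MTAP lie outside this rule and were named after their values were seen.

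The alternatives were RLE size factors, upper-quartile factors and library size alone in place of TMM, no filter on low counts, a mean count of at least 25, counts not rounded, a block for the replicate number, limma-voom from limma 3.58.1, DESeq2 1.42.0, fits on only the 6 samples compared, other thresholds, fry and an estimated correlation in place of camera, and each replicate left out in turn. A covariate for nuclear-retained RNA, DESeq2 with a mean count of at least 25, and the test against a fold change of 1.5 at an unadjusted p under 0.05 were added after the data had been seen. The tests were tried on simulated data with 200 changed genes. At an adjusted p under 0.05 and a fold change over 1.5, edgeR recovered 185 for oxamate in parental cells, with 4 false calls. For the difference between responses it recovered 173, with 9 false calls. At the paper's threshold, with an unadjusted p, the false calls were 88 and 146. Exon numbers, lengths and GC content came from GENCODE release 29. The ATAC-seq and metabolite measurements were not analysed here.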

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

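All tests of explanations in this part were chosen only after the results had been seen. The other scalings used here had been set before the data were examined, but not as a test of an explanation. The oxamate response differed between oxamate-resistant and parental cells for 1097 genes by the interaction in edgeR, which is why these results are singled out. Among 100 drawn regroupings of the 12 libraries, the real one included, 4 gave as many genes. The 3 others gave between 4101 and 4995 genes, and each had at least 5 of the 6 parental libraries on one side of the contrast. As this held for 9 of the other regroupings, most of which gave fewer genes, it does not show why these 3 gave so many. In 94 of the regroupings no gene passed.

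The genes named for this difference were PPP1R10 (2.42 on the log2 scale), ZNF629 (0.99), SLC2A3 (-1.18) and ANKRD37 (-2.09), each with the replicates of oxamate-treated and vehicle-treated resistant cells apart. Over the alternatives, the difference of SLC2A3 stayed between -1.20 and -1.08 and that of ANKRD37 between -2.13 and -1.99.

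The median difference in response was -0.38 for glycolysis and -0.54 for HIF targets outside glycolysis, with 25 of 26 and 25 of 28 genes lower in oxamate-resistant cells. None of 10000 lists of genes of like expression had a median as low as either list. These draws are not independent support, because both lists were written after Tables S1 and S2 had been read. The paper chose those tables on the oxamate responses of these same libraries. They hold 11 of the glycolysis genes and 16 of the HIF targets. A difference in nuclear-retained RNA, measured by the mean level of MALAT1, NEAT1, KCNQ1OT1 and MIAT, is argued against as the whole cause, because the median of the HIF targets was -0.56 with this measure as a covariate, and that of glycolysis -0.38. The scaling of the libraries is argued against in the same way, because the median of the HIF targets nearest 0 over 3 other scalings was -0.43 and that of glycolysis -0.28, both with library size alone, where the lowest medians of 10000 matched lists were -0.12 and -0.17. So is the difference in depth, because the medians were -0.57 for the HIF targets and -0.40 for glycolysis after the counts had been thinned to equal depth. An effect of the resistant state on the response to oxamate remains a hypothesis, since it was found and tested on the same data, and differences between the cell lines that arose apart from resistance stay open and untested.

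Medians of -0.18 for the integrated stress response and -0.25 for collagen formation also held with an estimated inter-gene correlation (camera in edgeR, adjusted p = 0.0193 and 0.0254), with 21 of 29 and 40 of 46 genes lower. Those of the heat shock response, -0.093, nuclear-encoded oxidative phosphorylation, -0.085, and cytosolic ribosomal proteins, -0.25, did not (camera in edgeR, adjusted p = 0.0560, 0.729 and 0.416). With library size alone in place of TMM, which moved the median difference of all genes by 0.10, the heat shock response was at 0.01 and oxidative phosphorylation at 0.02, so the direction of both depends on the scaling. No other explanation was tested for these lists.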

How the results depend on the processing

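No test in this part was chosen after its result was seen, except those of the covariate for nuclear-retained RNA, of DESeq2 with a mean count of at least 25 and of a fold change of 1.5 at an unadjusted p, and all other alternatives were set before the data were examined. Of 466 values of the 23 main results under the alternatives, 417 kept their direction and their side of the threshold, or stayed within 1.5 times the count. For the 54 other results, 975 of 1042 values did, and of the rest 37 counts by direction moved, 26 genes became weaker, 3 became stronger and 1 reversed. Where no cause is given below, the cause was not tested.

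A fold change over 2 asks for larger changes and left 389 genes for oxamate in parental cells (210 of Table S1, 23 of Table S12), 101 in resistant cells (18 of Table S2, 0 of Table S16), 1472 between the cell lines (99 of Table S10), 2319 between them under oxamate (177 of Table S18) and 376 for the difference in response. A test against a fold change of 1.5 left 376 (353 of Table S1, 45 of Table S12), 6, all downregulated (6 of Table S2, 1 of Table S16), 1999 (207 of Table S10) and 258 genes for the difference in response. At an unadjusted p under 0.05 the same test left 906 genes in parental cells, 129 in resistant cells (46 of Table S2, 5 of Table S16) and 700 for the difference in response. For oxamate in resistant cells the count was 192 with Benjamini-Hochberg adjustment and 209 with a mean count of at least 25, which tests fewer genes. It was 162 with DESeq2 and that filter together and 209 with the covariate, which left 42 genes of Table S2 and 5 of Table S16. In parental cells the covariate turned the majority, with 517 genes upregulated and 777 downregulated after oxamate, of which 894 were among the 1440 of the fit without it.

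With library size alone in place of TMM, 350 genes of Table S18 passed, the share of parental response genes with the same direction was 56.7% and the slope of the responses was 0.064. LDHA between the cell lines reversed to 0.058, and the cytosolic aminoacyl-tRNA synthetases reversed to 0.15, and to 0.0032 with upper-quartile factors. Library size alone raised the median of all genes, which is enough to turn these small values. The synthetases at -0.073 passed the threshold with fry. The HIF targets in oxamate-treated resistant cells passed it with fry (median 0.16), with RLE size factors (0.16) and with a mean count of at least 25 (0.069). In each of these the test gave their direction as down against a median above 0, so passing it is no evidence of a rise. The slope was 0.13 with that filter and 0.14 with DESeq2 and that filter.

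Across the fits that each left out 1 replicate, oxamate in resistant cells gave from 258 genes, without the second vehicle-treated replicate, to 535, without the third. The median of the HIF targets there ran from 0.14 to 0.17, passing the threshold in 3 of 6 fits, again with the test's direction down. The share with the same direction ran from 58.3%, without the third oxamate-treated parental replicate, to 65.0%, and the slope from 0.030, without the same replicate, to 0.16, without the third vehicle-treated resistant replicate.

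Replicate numbers were not taken to pair the samples, because only 9 of 18 pairs of libraries with the same number had a correlation of residuals over 0.1, and the lowest was -0.301. Pairs with different numbers had it in 10 of 36, and the medians were 0.091 and -0.078, so some shared deviation is not excluded. A block for the number gave 398 genes for oxamate in resistant cells. The Benjamini-Hochberg threshold is the rule already used for the difference in response and gave no separate value there. Depth limits genes near the floor of 3 counts, for which no size of change is given.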

Differences from the paper's values

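No test in this part was chosen after its result was seen, apart from the settings named as such. In parental cells 829 genes were upregulated after oxamate against the paper's 516. Among the alternatives set before the data were examined, library size alone (659), a mean count of at least 25 (632), DESeq2 (739) and the fit without the third oxamate-treated parental replicate (644) came within 1.5 times the paper's value, and the others set then did not. With library size alone, however, 848 genes were downregulated against the paper's 509, which is not within 1.5 times. DESeq2 with a mean count of at least 25, chosen after seeing the values, gave 604 upregulated and 547 downregulated genes, and the test against a fold change of 1.5 at an unadjusted p under 0.05, also chosen then, 482 and 424, all within it.

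In oxamate-resistant cells 365 genes were differentially expressed after oxamate against the paper's 129, 325 against the paper's 113 were upregulated, and 40 against the paper's 16 were downregulated. Of the alternatives set before the data were examined, Benjamini-Hochberg adjustment (192, 169 and 23 genes) and a fold change over 2 (101, 85 and 16 genes) came within 1.5 times all 3 of the paper's values, and no other set then came within it for all 3. DESeq2 with a mean count of at least 25, chosen after seeing the values, gave 162, 142 and 20 genes, and the test against a fold change of 1.5 at an unadjusted p under 0.05, also chosen then, 129, 109 and 20, all within it. Of the genes that the latter gave, 46 were among those of the paper's Table S2.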

Other observations

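All tests of explanations in this part were chosen only after the results had been seen. For each comparison of 3 libraries against 3, the 6 libraries can be split in 10 ways, so the share of splits with a result as large is never under 0.1 and chance cannot be excluded by it. The real split alone, 1 of 10, gave as many genes for oxamate in parental cells, oxamate in resistant cells, resistant against parental cells, and resistant against parental cells under oxamate. The highest counts among the other splits were 76, 204, 41 and 89 genes, against 1417, 400, 3425 and 4929 for the real splits fitted on their 6 samples. The 204 genes came from a split with the second oxamate-treated replicate on the side of the first and second vehicle-treated replicates of resistant cells. For the lists, 1 of 10 splits gave as large a result for glycolysis and collagen formation after oxamate in parental cells, the integrated stress response after oxamate in resistant cells, cholesterol biosynthesis and DNA replication between the cell lines, and glycolysis and the heat shock response between them under oxamate. It was 3 of 10 for the HIF targets after oxamate in resistant cells and 8 of 10 for the cytosolic aminoacyl-tRNA synthetases between the cell lines.

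At the paper's threshold, more genes were higher than lower in oxamate-resistant cells and, within them, after oxamate. Deeper parental libraries are argued against as the cause between the cell lines, since 74.4% of the genes called were higher after the counts had been thinned to equal depth. A difference in depth is argued against for the oxamate response of resistant cells, where 89.8% were higher after thinning. The libraries also differed in nuclear-retained RNA, with a mean log2 CPM of MALAT1, NEAT1, KCNQ1OT1 and MIAT between 4.07 and 4.21 in vehicle-treated and 4.83 and 6.06 in oxamate-treated parental cells, and between 4.73 and 5.74 in vehicle-treated and 5.81 and 6.13 in oxamate-treated resistant cells. The 325 genes higher after oxamate in resistant cells were also higher, by a median of 0.39 on the log2 scale, in the third oxamate-treated parental replicate than in the other two, and the highest median of 10000 matched lists was 0.19. More nuclear-retained RNA may thus contribute to this asymmetry. Whether it is the whole cause cannot be told apart from the treatment, since the measure separates the groups, and with it as a covariate 72.7% of the genes called were higher. Between the cell lines the values argue against more nuclear-retained RNA as the whole cause only under an assumption. The profile of the third oxamate-treated parental replicate against the first and second was taken to hold between the lines. It would give the higher genes a log2 change of 0.070 against their median of 1.00. With the measure as a covariate 1993 genes were higher and 859 lower, but the measure separates these groups too. The fall of the integrated stress response after oxamate in resistant cells remained under the covariate, with a median of -0.31. As the measure separates these groups, that fit alone cannot exclude nuclear-retained RNA as a cause. Handling of the cells and a change in RNA export or decay were not tested.

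Protein-coding genes with 1 exon, 179 at a mean of at least 1 CPM, had a median log2 fold change of -0.29 after oxamate in parental cells and 0.02 in resistant cells, and 131 were lower in the former. Expression level, transcript length and GC content are argued against as the cause, because the lowest median among 10000 matched lists of genes with more exons was -0.090. More genomic DNA in the vehicle-treated parental libraries is argued against too, because the 378 olfactory receptor genes summed to 0.156 CPM there and 0.206 CPM after oxamate. With the covariate for nuclear-retained RNA the median was -0.26, but the measure separates these groups, so that fit alone cannot exclude it. Against the vehicle mean, the third oxamate-treated replicate, richest in such RNA, had a median of -0.27. The first and second had -0.26 and -0.27, so no dependence on the measure was seen among these replicates. A shorter half-life of such transcripts or an effect of oxamate on transcription remains open and untested.

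MARS fell after oxamate by 0.65 on the log2 scale in parental and by 0.42 in resistant cells and was higher by 0.15 in resistant than in parental cells. FAR2 was higher in resistant than in parental cells by 1.06. CDKN2A, CDKN2B and MTAP had 0 counts in all libraries. No biological explanation was tested for these values.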
